# Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors

**DOI:** 10.1371/journal.pone.0029907

**Published:** 2012-01-05

**Authors:** Jean-Bosco Tagne, Sumeet Gupta, Adam C. Gower, Steven S. Shen, Saaket Varma, Meenakshi Lakshminarayanan, Yuxia Cao, Avrum Spira, Thomas L. Volkert, Maria I. Ramirez

## Abstract

The homeodomain transcription factor Nkx2-1 is essential for normal lung development and homeostasis. In lung tumors, it is considered a lineage survival oncogene and prognostic factor depending on its expression levels. The target genes directly bound by Nkx2-1, that could be the primary effectors of its functions in the different cellular contexts where it is expressed, are mostly unknown. In embryonic day 11.5 (E11.5) mouse lung, epithelial cells expressing Nkx2-1 are predominantly expanding, and in E19.5 prenatal lungs, Nkx2-1-expressing cells are predominantly differentiating in preparation for birth. To evaluate Nkx2-1 regulated networks in these two cell contexts, we analyzed genome-wide binding of Nkx2-1 to DNA regulatory regions by chromatin immunoprecipitation followed by tiling array analysis, and intersected these data to expression data sets. We further determined expression patterns of Nkx2-1 developmental target genes in human lung tumors and correlated their expression levels to that of endogenous NKX2-1. In these studies we uncovered differential Nkx2-1 regulated networks in early and late lung development, and a direct function of Nkx2-1 in regulation of the cell cycle by controlling the expression of proliferation-related genes. New targets, validated in Nkx2-1 shRNA transduced cell lines, include E2f3, Cyclin B1, Cyclin B2, and c-Met. Expression levels of Nkx2-1 direct target genes identified in mouse development significantly correlate or anti-correlate to the levels of endogenous NKX2-1 in a dosage-dependent manner in multiple human lung tumor expression data sets, supporting alternative roles for Nkx2-1 as a transcriptional activator or repressor, and direct regulator of cell cycle progression in development and tumors.

## Introduction

Lineage-specific transcription factors play master roles in development and in maintenance of particular phenotypes in normal tissues and in disease [1]. NK2 homeobox 1 (Nkx2-1, Nkx2.1, Ttf-1, Titf1, T/ebp) is a transcription factor necessary for normal lung, thyroid and brain development [2]. In the lung, once the respiratory epithelial cell fate is established, Nkx2-1 participates in expansion and differentiation of epithelial progenitor cells to form the lung branches; later in development, its expression is restricted to a subset of bronchiolar and alveolar epithelial cells, where it contributes to maintain their normal phenotype. In tumors, variable levels of NKX2-1 expression are detected in 40–50% of non-small cell lung carcinomas (NSCLCs), being higher in lung adenocarcinomas than in squamous cell carcinomas, suggesting that levels of NKX2-1 expression are linked to tumor cell phenotypes [3], [4].

Previous studies showed the physiological importance of normal Nkx2-1 expression levels in development and its dysregulation in disease. In mouse lung, Nkx2-1 absence results in impaired branching morphogenesis, abnormal distal cell differentiation and neonatal death [5]; mutations that prevent Nkx2-1 phosphorylation result in relatively normal morphogenesis but lethal functional defects [6]; conversely, epithelial Nkx2-1 over-expression produces cell hyperplasia, disrupted alveolar septation and emphysema [7]. In human lung, NKX2-1 haplo-insufficiency causes respiratory dysfunction, abnormal airway and alveolar morphogenesis, abnormal surfactant protein expression and infections [2], [8]. In lung cancer, NKX2-1 has been proposed as a positive or negative prognostic factor depending on expression levels [3], [4]. Amplification of the 14q13 locus containing the NKX2-1 gene is observed in only 11–15% of adenocarcinomas [3], [9], [10]; DNA mutations in the open reading frame that may produce a mutated protein or truncations are rarely encountered [3], [10].

The functions elicited by Nkx2-1 expression in different cell contexts are primarily determined by the direct target genes transcriptionally regulated by Nkx2-1. In the lung, a few Nkx2-1 direct target genes have been identified by individual gene promoter analyses including surfactant proteins, secretoglobins, ABCA3 and Nkx2-1 itself [11]. Microarray expression analyses identified genes directly and indirectly regulated by the active phosphorylated form of Nkx2-1 in mice [6] and in human lung fetal cells [12]. The transcriptional program directly controlled by Nkx2-1 in early and late mouse lung development [11] that may explain its primary developmental effects, and the genes regulated by NKX2-1 in human lung cancer are unknown [2], [3].

To address these issues we have analyzed, by chromatin immunoprecipitation-chip and intersection with expression data sets, direct *in vivo* Nkx2-1 transcriptional targets in early vs. late lung development. The genes identified may serve as primary effectors of Nkx2-1 functions in different developmental cell contexts. We determined expression levels of Nkx2-1 target genes identified in development and correlated their expression to the level of NKX2-1 in more than ten public human lung tumor data sets. The regulatory networks discovered clarify the diverse biological roles of Nkx2-1 observed in development, and provide a rationale for the association of NKX2-1 levels and NSCLCs prognosis via its downstream targets.

## Results

### Selection of lung developmental stages for Nkx2-1 target analysis

To identify genes directly regulated by Nkx2-1 in different cell contexts during lung development we selected two developmental stages based on general differentiation characteristics of the epithelium, and Nkx2-1 expression patterns [13]. We analyzed Nkx2-1 target genes at E11.5, when Nkx2-1 is expressed in most epithelial cells as lung buds start branching (Figures 1A, 1C, and 1E) and at E19.5, when Nkx2-1-expressing cells in the distal lung are undergoing extensive differentiation preparing for the first breath at birth (Figures 1B, 1D and 1F). We observed, by confocal microscopy, using either the rabbit monoclonal Nkx2-1antibody (Figures 1A–D, ab76013; Abcam) or the rabbit polyclonal Nkx2-1 antibody (Figures 1E,F, 07-601; Millipore-Upstate), that Nkx2-1 and the proliferation marker Ki67 [14] co-localize in most epithelial nuclei at E11.5 (Figure 1C, >90%; n = 3, and Figure 1E and inserts). At E19.5, however, only a few cells in the distal lung express Ki67, and those cells do not express Nkx2-1 protein (Figure 1D, 1F and inserts). The monoclonal antibody detects nuclear Nkx2-1 protein expression while the polyclonal antibody detects signal both in the nucleus and cytoplasm. Detection of Nkx2-1 in the cytoplasm has been previously shown by other authors [15], [16], [17]. These results indicate that lung epithelial cells expressing Nkx2-1 in early and late lung development go through different biological processes; it is likely that Nkx2-1 elicits different functions by binding to specific target genes in these developmental stages. Context specific gene regulation controlled by Nkx2-1 has been shown in early and late brain development [13], [18], [19], [20], where Nkx2-1 regulates the specification of interneuron subtype in early proliferating telencephalic progenitors, and later, the migration and sorting of post mitotic neurons to different regions of the brain.

**Figure 1:**
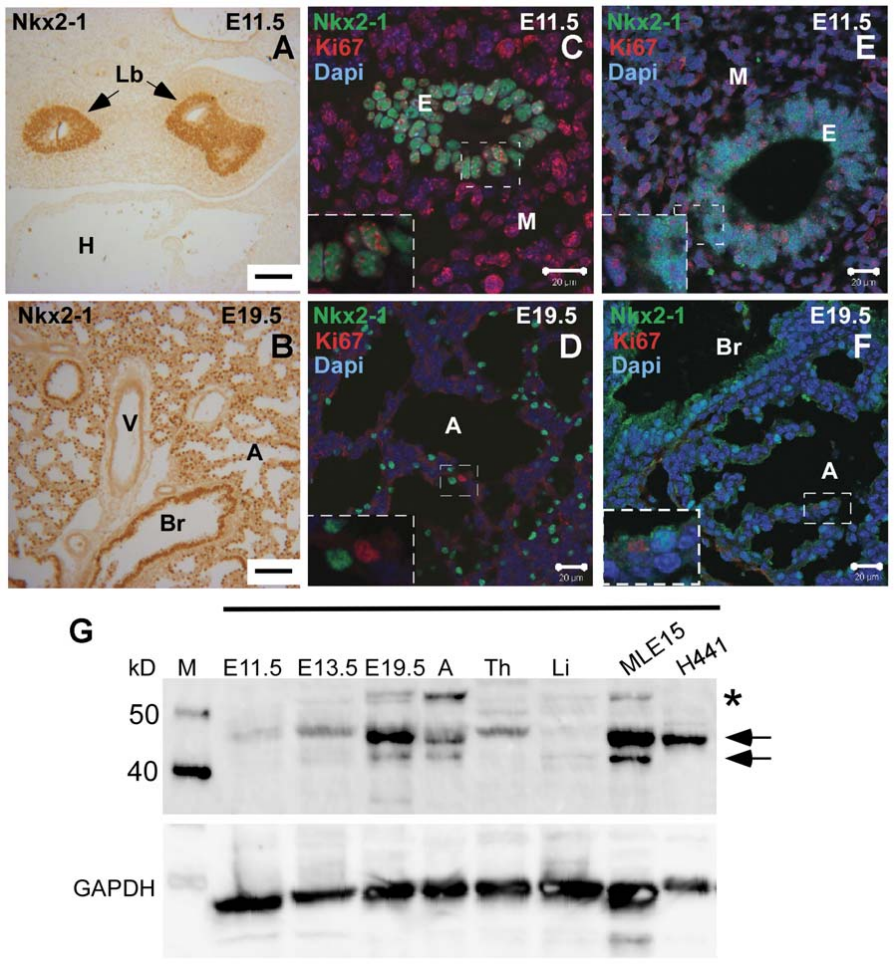
Spatial and temporal pattern of Nkx2-1 protein expression in developing mouse lung. Immunohistochemistry analyses of Nkx2-1 protein expression using the Nkx2-1 antibody (ab76013) in (*A*) E11.5 lung (bar = 100 µm)) and in (*B*) E19.5 lung (bar = 100 µm). Nkx2-1 is expressed in all lung epithelial cells at E11.5, but is restricted to bronchiolar and type II alveolar cells at E19.5. Confocal immunofluorescence co-localization analysis of Nkx2-1 (green) and Ki67 (red) proteins in (*C*) E11.5 (bar = 20 µm) and (*D*) E19.5 embryonic lung (bar = 20 µm) using the Nkx2-1 antibody (ab76013) and in (*E*) E11.5 (bar = 20 µm) and (*F*) E19.5 embryonic lung (bar = 20 µm) using the Nkx2-1 antibody (07-601). Nkx2-1 and Ki67 co-localized in most epithelial nuclei at E11.5 (*C,E* inserts) but are detected in different cells at E19.5 (*D,F* inserts). (*G*) Western blot analysis of Nkx2-1 protein expression using Nkx2-1 rabbit polyclonal antibody (07-601) in developing mouse lung at the indicated time points, and adult lung, thyroid and liver. MLE15 mouse epithelial cells and H441 human lung carcinoma cells were also analyzed. Actin was used as control. Two main bands between 40 and 50 kD are detected with a differential developmental pattern of expression (n = 3) (black arrows). Other minor bands of unknown identity are also detected (*) Lb (lung buds), V (blood vessels), Br (bronchioles), E (epithelium), M (mesenchyme), A (alveolus), green arrow.

We also characterized, by western blots, Nkx2-1 protein expression patterns at different mouse lung developmental stages, thyroid, liver, and mouse MLE15 and human H441 cell lines. Using the rabbit polyclonal Nkx2-1 antibody (Millipore-Upstate), the same antibody used in ChIP assays, we detected two major bands between 40 and 50 kD in E13.5, E19.5, and adult lung, and in the MLE15 lung epithelial cell line. The higher molecular weight or lower mobility band was the major band detected at E11.5. Its abundance was increased from E13.5 to E19.5 consistent with previous reports [12], [21] (Figure 1G). Only one band corresponding to the lower mobility protein was detected in mouse thyroid and in the H441 human lung carcinoma cell line although their mobility is not identical. Two mouse Nkx2-1 transcripts (2.1 kb and 2.3 kb) differentially expressed during lung development [21] are translated in vitro into two proteins that share a common DNA binding domain but differ in their N-terminal domain. The function and regulation of these isoforms in lung development are unknown, although they differentially activate the surfactant protein C (Sftpc) promoter [12], [21]. Also Nkx2-1 posttranslational modifications such as phosphorylation, acetylation and redox state can modify Nkx2-1 proteins altering their molecular weight, mobility in electrophoresis assays and transcriptional activity [17], [22]; the lack of specific antibodies for each isoform or posttranslational modification precludes evaluating them in the present studies.

### Genome-wide analysis of Nkx2-1 target genes in lung development

Due to the differential pattern of Nkx2-1 protein expression, and proliferation state of expressing cells in E11.5 and E19.5 lung, we chose these developmental time points to identify genome-wide Nkx2-1 binding to target genes *in vivo*. Chromatin immunoprecipitation (ChIP) assays, ligation mediated-PCR (LM-PCR) amplification, and hybridization to promoter tiling arrays were performed to map Nkx2-1 genomic occupancy [23], [24], [25]. 

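Chromatin of whole mouse lungs was precipitated with an antibody to Nkx2-1, a homeodomain transcription factor of lung, thyroid and forebrain, at 2 stages. At E11.5 the lung buds branch and their epithelium divides, and at E19.5, shortly before birth, the alveolar epithelium matures. There were 2 immunoprecipitations at E11.5, each from 10 pooled lungs, and 3 at E19.5, each from 5 pooled lungs. Each was hybridized to a pair of Agilent promoter arrays, 10 arrays in all, with the immunoprecipitated DNA in Cy5 and the input DNA in Cy3. Dyes were not swapped and no IgG precipitate was among the arrays analysed here, so the ratios hold any dye bias and any unspecific precipitation. The sources used here do not state whether the replicates came from separate litters, so p-values measure the spread between these immunoprecipitations, part of which may be technical. The arrays hold 474380 features, of which 462748 carry the name of a gene, 16908 genes in all, with a median of 28 features per gene. Of these features, 231808 lie in promoters, 204700 inside genes, 10032 downstream and 16208 in promoters shared by diverging genes, and neighbouring features lie a median of 182.5 bp apart. Coordinates are those of the array files, and their genome build is not given in the sources used here. The authors' scanner software had subtracted the background, corrected spatial trends and normalized the dyes with a linear factor. From its processed signals, the log2 ratio of immunoprecipitate to input (IP/input) was taken and centred on each array's median, which lay at 0.22 to 0.32 before centring at E11.5 and at 0.04 to 0.11 at E19.5. No loess was applied, because binding moves ratios one way only, and control spots and spots that the software marked as outliers were left out. The number of arrays limits the precision. The median input signal was 2.51 to 3.12 times the background on the E11.5 arrays and 4.42 to 5.84 times on the E19.5 arrays. Input was well above background at 89.2% to 91.5% of the features at E11.5 and at 97.2% to 98.2% at E19.5. Across features, which are not independent, replicates correlated with r = 0.685 at E11.5 and r = 0.897 to 0.908 at E19.5. Where the immunoprecipitate was not well above background on any array of a stage, the software had put in a surrogate for it. The ratio there is an upper limit, and a difference from it is given as at least its value. Where this held for some arrays of a stage only, the value is given as it stands and rests in part on surrogates. One limma fit held all 5 immunoprecipitations with a mean for each stage and a spread per feature that both stages share. E11.5 replicates that lie apart thus also raise the p-values at E19.5, and close E19.5 replicates lower those at E11.5. A feature was called bound when its mean lay above 0 with a Benjamini-Hochberg adjusted p of at most 0.001, and a gene when such a feature had a log2 ratio of at least 0.75. The stages were compared in the same fit at an adjusted p of at most 0.05.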

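Nkx2-1 bound features on every chromosome of the arrays. Chromosome Y has 204 features, of which 6 (2.94%) were bound at E11.5 and 10 (4.90%) at E19.5, and is left out of the comparison of chromosomes. Among the other 20 at E11.5, chromosome 17 had the lowest share of bound features, 0.945%, and chromosome 3 the highest, 1.94%. At E19.5 the extremes were chromosome 17 with 3.07% and chromosome 3 with 5.31%. There the shares fell in a step, with chromosomes 1 to 8 at 4.68% to 5.31% and chromosomes 9 to 19 at 3.07% to 3.94%. Chromosome X lay at 4.82%. The 2 arrays of a set hold different features, so a difference between arrays may enter these shares, which was not tested. The ratio that the top 1% of a chromosome's features reached lay between 2.31 and 2.55 on the log2 scale at E11.5, and between 1.93 and 2.14 at E19.5. Around transcription start sites, features within 500 bp were bound least often. At E11.5 the shares were 0.716% against 1.63% of those over 2000 bp upstream, and at E19.5 3.11% against 4.65%. The median log2 ratio of all features, bound or not, was -0.28 within 500 bp and 0.16 over 2000 bp upstream at E11.5. At E19.5 these medians were 0.03 and 0.002. The lower share at E11.5 thus goes with a lower ratio of features near start sites in general. By position, 1.80% of features downstream of genes, 1.49% of promoter features, 1.33% of those in shared promoters and 1.18% of features inside genes were bound at E11.5, and 5.06%, 4.47%, 4.18% and 3.90% at E19.5. Differences between chromosomes or positions were not tested.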

Nkx2-1 binding patterns on all mouse chromosomes (Supplementary Figure S1) at E11.5 and E19.5 showed comparable binding levels, despite the different cell context compared. The complete data set is available at GEO (GSE23043).

Bioinformatic analysis of the ChIP-chip data allowed us identifying unique interactions between Nkx2-1 and genomic DNA regions at high confidence. Nkx2-1 binds to ∼8,000 features/oligonucleotides on the promoter tiling arrays at E11.5, and ∼9,000 at E19.5 (p<0.001). 

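Nkx2-1 bound 6461 features at E11.5, 1.36% of all features, and 20079 at E19.5, 4.23%. Most of these calls stood alone. Of 5873 bound features with a neighbour within 300 bp at E11.5, the nearest was bound too for 175 (2.98%). At E19.5 it was bound for 1845 of 18529 (9.96%). The nearest neighbours had a median log2 ratio of 0.31 at E11.5 and 0.28 at E19.5, against 0.02 and 0.01 for all features. Among bound genes above a log2 ratio of 0.75 in every replicate, the highest at E11.5 included 1190017O12Rik, now named Smim11, at 7.05 ± 1.54 (log2, SD, n = 2). Clock, a transcription factor at the core of the circadian clock, followed at 6.47 ± 0.60, and Adam17, a protease that sheds membrane-bound growth factors, at 6.47 ± 0.36. Yap1, the transcriptional effector of the Hippo pathway, lay at 6.29 ± 0.75, and Fech, the last enzyme of heme synthesis, at 6.30 ± 0.82. Vomeronasal receptor V1rg3, Rab6b and Arl4c lay between 6.29 and 6.40, and Fkbp1a at 5.88 ± 1.06. At E19.5, Arl4c, a small GTPase, was highest at 6.00 ± 0.63 (SD, n = 3), followed by 4931407G18Rik (now Cabs1) at 5.39 ± 0.22. Clock lay at 5.21 ± 0.81 and Per2, a repressor within the same circadian loop, at 4.57 ± 0.14. Sgcz, Megf9 and Phex lay between 4.35 and 4.70. Cxcl2 at E11.5 and Tnnt3, Ap3s1 and C87499 at E19.5 also ranked among the 10 highest of their stage, but their input was well above background on no array, or for C87499 on 1 of 3, and no size is given for them. Clock, on chromosome 5 from 77379328 to 77379372 and 27 bp upstream of its start site, and Arl4c, on chromosome 1 from 90532783 to 90532827 inside the gene, were highest at the same feature at both stages. Their differences between stages, 1.26 (adjusted p = 0.129, limma) and 0.29 (adjusted p = 0.603), did not pass the test. At an unadjusted p of at most 0.001, 28874 features passed at E11.5 and 61888 at E19.5. With either E11.5 replicate left out, 23064 and 27001 features were bound at E11.5 and 81420 at E19.5. With any E19.5 replicate left out no feature was bound at either stage after limma's adjustment, while 110916 to 112612 features at E11.5 and 121385 to 123769 at E19.5 had an unadjusted p under 0.05.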

Multiple features correspond to regulatory regions on the same gene. Comparison of Nkx2-1 binding features revealed that 25% of the targets were unique to E11.5 (3010 features), 32% were unique to E19.5 (3934 features) and 43% (5170 features) were common to both developmental stages. 

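Of the features bound at either stage, 2795 (12.2%) were bound at E11.5 alone, 16413 (71.8%) at E19.5 alone and 3666 (16.0%) at both. Lists of these lengths drawn independently would share 273.5 features. Both lists come from 1 fit with a spread that the stages share, however, so they are not independent and the excess does not measure shared binding. A feature bound at a single stage can still lie just below the threshold at the other, so the difference between stages was tested directly. It passed for 140310 features, 29.6% of all, with 55970 higher at E11.5 and 84340 higher at E19.5. Of the features bound at E11.5 alone, 2387 (85.4%) were also higher at E11.5 in that test, and of those bound at E19.5 alone, 10176 (62.0%) were higher at E19.5. Among the features bound at both stages, 541 differed. Fech, Yap1 and the homeobox gene Hoxa13 were among those higher at E11.5, by 7.86, 7.60 and 7.42 on the log2 scale. At E19.5 the immunoprecipitate of Yap1 and of Hoxa13 was well above background on 1 array of 3, and the others held surrogates. Dkk2, a secreted modulator of Wnt signaling, was lower at E11.5 than at E19.5, with a difference of -8.44, and so was Otx2, a homeobox gene of the forebrain, with -6.48. Without centring, the medians of all features lie at 0.28 at E11.5 and 0.08 at E19.5, and the split turns to 74036 higher at E11.5 and 59705 higher at E19.5. E11.5 replicate 1 was scanned apart from the other arrays. The scan that holds both stages has a single E11.5 replicate, so the spread within it comes from the E19.5 replicates alone. Whether the differences hold within that scan could therefore not be tested.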

The Nkx2-1 bound features/oligonucleotides correspond to regulatory regions of >1300 independent genes at E11.5 and at E19.5 of the ∼17,000 represented in the array (Supplementary Table S1a and S1b). 

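The bound features belong to 5103 genes at E11.5, 30.2% of the 16908 genes on the arrays, and to 10946 genes at E19.5, 64.7%. Both stages shared 4378 of them, where independent lists would share 3304. That reference takes no account of the shared spread or of the number of features per gene. More than 1 bound feature was found in 1137 genes at E11.5 and in 5516 at E19.5. Scgb3a2, a secretoglobin of airway cells, was bound at both stages, at 3.69 ± 0.01 (log2, SD, n = 2) at E11.5 and at 3.72 ± 0.16 (SD, n = 3) at another feature at E19.5. Slc34a2, the phosphate transporter of alveolar type II cells, was bound at E19.5 at 3.33 ± 0.17 (SD, n = 2, after outlier removal), and its difference between stages was -3.01 (adjusted p = 0.00293, limma). Wfdc2, a secreted protein of airway epithelium, was bound at E19.5 at 3.09 ± 0.19 with a difference of -4.00 (adjusted p = 0.00126). Of 64 alveolar and airway epithelial genes on the arrays, 24 were bound at E11.5 (24 adjusted over the list alone) and 45 at E19.5 (44 alone). Neither share stood apart from that of other genes (odds ratio 1.39, p = 0.220 at E11.5 and 1.29, p = 0.432 at E19.5, Fisher's exact test, two-sided). Between stages, 9 were higher at E11.5 and 5 at E19.5 (7 and 5 alone), which turned to 2 and 3 with plain background subtraction and to 0 and 1 with normexp, and was 29 and 7 without E11.5 replicate 1. The list was not shifted against other genes (camera p = 0.520, p = 0.594 with an estimated correlation, and camera p = 0.794 without E11.5 replicate 1, which was scanned apart). The lowest bound feature lay at a log2 ratio of 1.18 at E11.5 and 0.92 at E19.5, so the minimum of 0.75 removed none.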

Comparison of common bound genes using the ∼1300 highest bound single probes representing individual genes showed that only 85 of the ∼1300 genes (6.5%) were common between E11.5 and E19.5. These findings suggest that most of the common probes found at both time points have significant but low binding signal. 

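Ranking genes by their feature of highest mean ratio, the 1300 highest of each stage shared 140 genes (10.8%). Independent lists would share 99.95, without regard to the number of features per gene. Clock and Arl4c were among the shared genes, and 22 of the 140 were represented by the same feature at both stages. The 1300 genes at E11.5 ran from a log2 ratio of 3.23 to 7.11 with a median of 3.71, and those at E19.5 from 2.56 to 6.00 with a median of 2.89. Their own highest feature was bound for 264 of the 1300 at E11.5 and for 898 at E19.5, and some feature of the gene for 601 and 1192. The same ranking within single immunoprecipitations shared 165 genes between the E11.5 replicates and 431 to 529 between the E19.5 replicates. Between a replicate of one stage and a replicate of the other, 96 to 144 genes were shared. The E11.5 pair thus shared 1.35 times as many genes as pairs of different stages on average, and the E19.5 pairs 3.81 times as many.

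**Figure D1:**
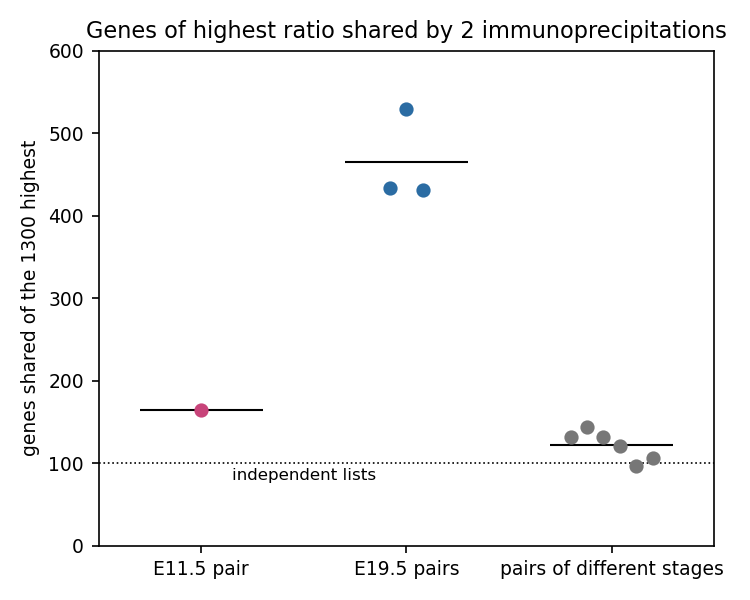
Number of genes shared by the 1300 genes of highest log2(IP/input) of 2 immunoprecipitations, for the E11.5 pair, the 3 E19.5 pairs and the pairs of different stages. Points are pairs, short lines their means and the dotted line the 99.95 genes that independent lists would share. The E11.5 pair lies at 165 genes, close above the pairs of different stages at 96 to 144, and the E19.5 pairs lie at 431 to 529.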

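At E11.5, the features bound at both stages had a median log2 ratio of 1.77 and those bound at E11.5 alone one of 1.81. At E19.5, the shared features had a median of 1.54 and those bound at E19.5 alone one of 1.45. Ratios of at least 2.5 were rarer among the shared features, 317 (8.65%) against 498 (17.8%) of the features bound at E11.5 alone, and 70 (1.91%) against 1071 (6.53%) of those bound at E19.5 alone. Pdgfra, the receptor of platelet-derived growth factor on mesenchymal cells, had its highest feature of both stages among the shared ones. It lies on chromosome 5 from 75432728 to 75432785, 1284 bp upstream of the start site, at 2.33 ± 0.28 (SD, n = 2) at E11.5 and 2.84 ± 0.09 (SD, n = 3) at E19.5. That difference of -0.51 did not pass the test (adjusted p = 0.0918, limma), and was -0.32 without E11.5 replicate 1 and -0.71 without replicate 2. From the few genes that the highest signals of both stages share, the paper proposes that most probes common to the stages carry a significant but low binding signal.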

So most of the genes used in further studies were either highly bound at E11.5 or at E19.5.

We found Nkx2-1 protein bound to its own promoter, the promoters of surfactant proteins-A and –B (Sftpa, Sftpb), secretoglobin 1a1 (Scgb1a1) consistent with previous reports [2] (Figure 2A) and other targets (Figure 2B). 

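The Nkx2-1 gene itself, named Titf1 on the arrays, was bound at both stages but highest at different features of its promoter. On chromosome 12, the feature from 57456655 to 57456714, 1764 bp upstream of the start site, lay at 1.50 ± 0.07 (log2, SD, n = 2) at E11.5 and at 1.31 at E19.5. The feature from 57459737 to 57459796, 4846 bp upstream, lay at 2.01 ± 0.18 (SD, n = 3) at E19.5 and at 0.39 at E11.5, a difference of -1.62 (adjusted p = 0.00790, limma). Sftpb, the surfactant protein that lowers surface tension in the alveoli, was bound at chromosome 6 from 72227764 to 72227821 at E11.5, 4964 bp upstream, at 3.09 in the single replicate left there after outlier removal, and 0.43 at E19.5. At E19.5 it was bound inside the gene, from 72234085 to 72234135, at 1.65 ± 0.19, with 0.86 at E11.5 (difference -0.79, adjusted p = 0.0297). Scgb1a1, the secretoglobin of club cells, had its highest feature at both stages on chromosome 19 from 9154745 to 9154801, 200 bp inside the gene. There it lay at 1.73 ± 1.97 at E11.5 (adjusted p = 0.339) and at 2.66 ± 2.91 at E19.5 (adjusted p = 0.0993), so the spread between replicates was as large as the mean. Another of the 28 features of Scgb1a1 was bound at E19.5. The value of Nkx2-1 at its E11.5 feature turned to -0.13 when each feature was averaged with its neighbours.

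**Figure D2:**
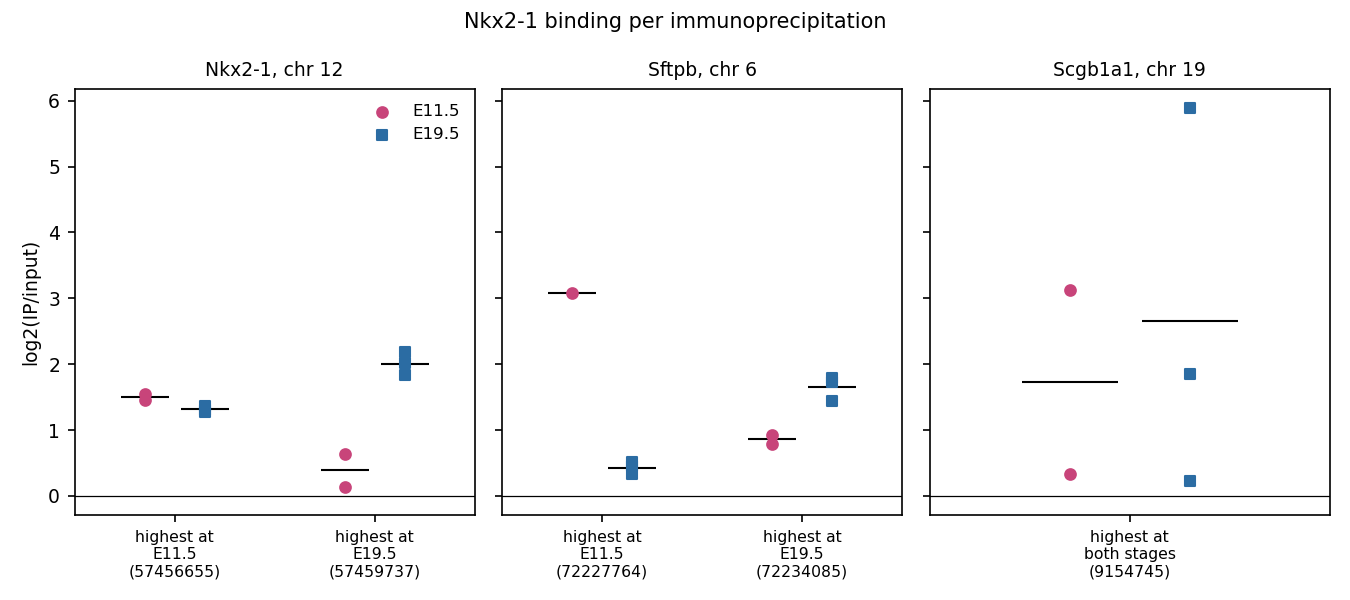
Log2(IP/input) of each immunoprecipitation at the feature of highest mean of each stage for Nkx2-1, Sftpb and Scgb1a1, with the start coordinate of the feature below it. Circles are E11.5 replicates, squares E19.5 replicates and lines their means. The replicates of Nkx2-1 lie close together, while those of Scgb1a1 at E19.5 spread from 0.23 to 5.88.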

By intersecting the ChIP-chip data and microarray expression data sets of mesenchyme-free freshly isolated E11.5 lung epithelium [26] we identified Nkx2-1 target genes expressed in E11.5 lung. Among 3154 genes called ‘present’ in E11.5 lung epithelium, 374 genes are Nkx2-1 targets (p≤0.001) (Supplementary Table S2). Of the 2611 genes called ‘present’ in a public E18 lung data set [27], 183 genes are Nkx2-1 targets at E19.5 (≤0.001) (Supplementary Table S2). Furthermore, ∼50% of the 95 top genes regulated by Nkx2-1 in human fetal epithelial cells are direct targets of Nkx2-1 (Supplementary Table S3), validating our findings.

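Of the genes of Table S3 that respond to Nkx2-1 in human fetal lung epithelial cells, 51 are on the arrays by name. Nkx2-1 bound 23 of them at E11.5, 43 at E19.5 and 21 at both, and 6 at neither. Adjusted over the list alone, these counts were 23 and 43. The share lay above that of other genes at each stage (odds ratio 1.90, p = 0.0311 at E11.5 and 2.94, p = 0.00296 at E19.5, Fisher's exact test, two-sided), but the study chose the list partly on these samples, so this is not independent evidence. Clic5, a chloride intracellular channel protein of lung epithelium, was bound at E19.5 at 3.69 ± 0.29 (log2, SD, n = 3), 3961 bp upstream of its start site. Abca8a, a lipid transporter, was bound at 3.61 ± 0.20 and Lpl, the lipoprotein lipase, at 3.33 ± 0.10. At E11.5 the glutamate transporter Slc1a1 was bound at 3.33 ± 0.49 (SD, n = 2), with the input well above background on 1 array of 2. Of 30 genes that the table assigns to both stages, 21 were bound here at E11.5 and 29 at E19.5. Of 15 assigned to E19.5, 12 were bound at E19.5, and of 7 assigned to E11.5, 1 was bound at E11.5. Between stages, 8 genes were higher at E11.5 and 3 at E19.5 (6 and 3 alone), which turned to 5 and 7 with plain background subtraction and to 3 and 13 with neighbours averaged, and was 22 and 6 without E11.5 replicate 1 and 0 and 0 with normexp. The list was not shifted (camera p = 0.983, p = 0.986 with an estimated correlation, and camera p = 0.621 without E11.5 replicate 1).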

**Figure 2:**
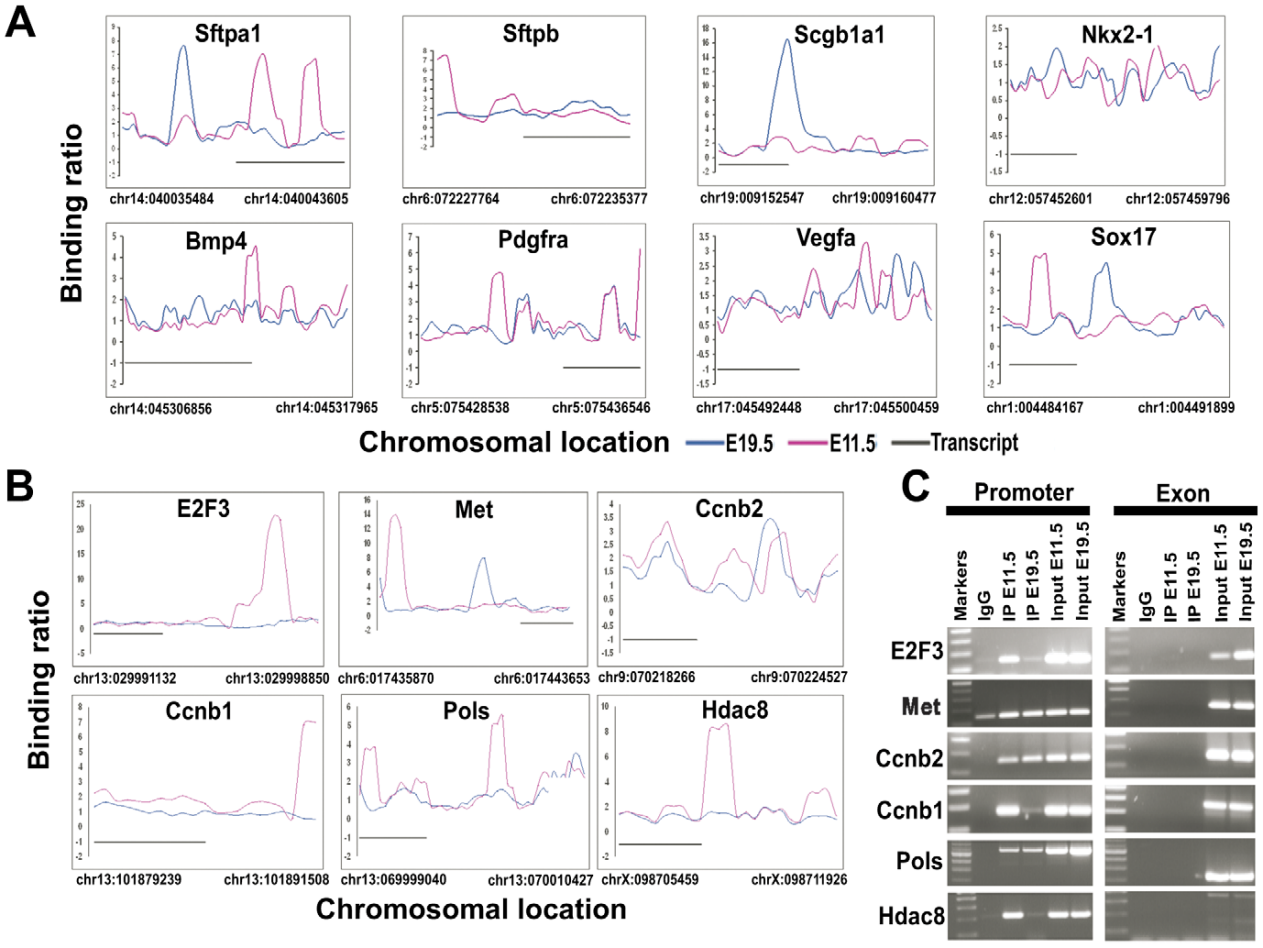
Nkx2-1 binding patterns to selected target genes in lung development. (*A*) Binding patterns of Nkx2-1 to known lung target genes. Binding ratios (IP/Input) are shown at different chromosomal locations. Pink (binding in E11.5 lung), blue (binding in E19.5 lung). Transcripts are indicated by a black line. (*B*) Binding patterns of Nkx2-1 to newly identified targets involved in cell proliferation. (*C*) Chromatin immunoprecipitation-PCR validation of Nkx2-1 binding to proliferation-related target genes. Nkx2-1 IP DNA from E11.5 and E19.5 lungs, Input and IgG immunoprecipated control were used in PCR analyses. Oligonucleotides in the promoter region were used to analyze binding of Nkx2-1, and at exon regions of the same gene as control, (n = 2).

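Some genes of Figure 2B carried both features higher at E11.5 and features higher at E19.5, 4 and 2 for Hdac8, 5 and 9 for Pols, and 7 and 9 for Met. Vegfa had 0 and 12. Hdac8, a histone deacetylase, was bound on chromosome X from 98708007 to 98708066, 169 bp upstream of its start site, at 4.17 ± 0.29 (log2, SD, n = 2), and was higher at E11.5 by 3.52 (adjusted p = 0.00835, limma). Pols, now named Tent4a, a noncanonical poly(A) polymerase, lay at 3.21 ± 0.63 at E11.5 (adjusted p = 0.00213, not bound) and was higher there by 2.85 (adjusted p = 0.0145), while 2 other features of Pols were bound at E11.5. At other features of their promoters, Pols was bound at E19.5 at 2.13 ± 0.24 (SD, n = 3) and Hdac8 at 1.70 ± 0.29. Met, the receptor of hepatocyte growth factor, was bound at E19.5 on chromosome 6 from 17440057 to 17440116, 1154 bp upstream, at 3.28 ± 0.26. That feature lay at 0.02 at E11.5, a difference of -3.26 (adjusted p = 0.00173). Another feature of Met, its highest at E11.5, lay there at 3.35 ± 2.90 (adjusted p = 0.0293, not bound), at least 4.30 above E19.5 (adjusted p = 0.0460), which was lower without E11.5 replicate 1 and 6.36 without replicate 2. Vegfa, the main growth factor of blood vessels, was bound at E19.5 at 1.92 ± 0.26, with a difference of -4.39 (adjusted p = 0.00145). Bmp4, a signal of the distal lung tip, reached 1.96 ± 0.63 at E11.5 (adjusted p = 0.00258, input well above background on 1 array of 2) and 1.73 ± 0.10 at E19.5 (adjusted p = 0.118). Sox17, a transcription factor of endoderm and endothelium, reached 2.03 at E11.5 (adjusted p = 0.129), with replicates at -0.16 and 4.22, and 1.80 ± 2.28 at E19.5 (adjusted p = 0.112). In the fit, which shares a spread between stages, their features of highest mean were bound at neither stage. Of each gene, 2 other features were bound at E19.5. The E11.5 replicates lay apart at the E19.5 feature of Bmp4, where the difference between stages was -2.07 without replicate 1 and 2.41 without replicate 2. With either E11.5 replicate left out, the spread came from the E19.5 replicates alone, and the E19.5 feature of Bmp4 passed as bound. Binding at E11.5 then rested on 1 sample and could not be tested. Of the 14 genes of the figure, which the study chose on these samples, 9 were bound at some feature at E11.5 (10 adjusted over the list alone) and 13 at E19.5 (13 alone). Between stages, 5 were higher at E11.5 and 1 at E19.5 (5 and 2 alone), which turned to 2 and 3 with neighbours averaged and was 9 and 1 without E11.5 replicate 1 and 0 and 0 with normexp. The list was not shifted (camera p = 0.882, p = 0.906 with an estimated correlation, and camera p = 0.428 without E11.5 replicate 1).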

### Validation of selected ChIP-chip targets by ChIP and gene specific PCR

We confirmed *in vivo* binding of Nkx2-1 to selected ChIP-chip predicted targets involved in cell proliferation by gene-specific ChIP-PCR in E11.5 and E19.5 lung (Figure 2C) using the same antibody than in the ChIP-chip analyses; we validated them as bona fide direct targets of Nkx2-1. Nkx2-1 regulated genes in other organs such as thyroglobulin in thyroid or Lhx6 and Olig3 in brain, not detected in lung development, are highly bound by Nkx2-1 in the lung (Supplementary Figure S2), indicating that binding does not imply functional activation of transcription; other mechanisms, such as chromatin remodeling or DNA methylation, may silence those genes in the lung. 

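Tg encodes thyroglobulin, the precursor of the thyroid hormones, Lhx6 a LIM homeodomain factor of forebrain interneurons, and Olig3 a helix-loop-helix factor of the neural tube. Nkx2-1 bound Tg at E11.5 on chromosome 15 from 66498306 to 66498365, 2125 bp upstream of its start site, at 4.94 ± 1.34 (log2, SD, n = 2), at least 5.94 above E19.5 (adjusted p = 0.00347, limma). At E19.5 it bound Tg 78 bp inside the gene at 2.22 ± 0.18 (SD, n = 3), where the difference was -2.05 (adjusted p = 0.00334). Lhx6 was bound at E19.5 on chromosome 2 from 35930593 to 35930652, 3342 bp upstream, at 2.91 ± 0.06, with a difference of -4.83 (adjusted p = 0.00125). Its highest feature at E11.5 lay at 3.63 ± 3.36, with replicates at 1.25 and 6.01, and was not bound (adjusted p = 0.0365). Olig3 was bound at E19.5 on chromosome 10 from 19041444 to 19041503, 4481 bp upstream, at 1.38 ± 0.09, and also lay at 1.56 there at E11.5. Its highest feature at E11.5 reached 4.09 ± 1.88 (adjusted p = 0.00430, not bound), at least 5.52 above E19.5 (adjusted p = 0.00875), while 1 other feature of Olig3 was bound at E11.5. With an E11.5 replicate left out, that stage kept 1 sample and binding there could not be tested. Of 10 thyroid genes on the arrays, 4 were bound at E11.5 (2 adjusted over the list alone) and 7 at E19.5 (7 alone). Pax8, a thyroid transcription factor, was bound at E19.5 at 2.88 ± 0.10, with a difference of -3.38, Foxe1 at 1.88 ± 0.10, and Iyd, which recycles iodide, at E11.5 at 2.52 ± 0.33. Of 33 brain genes, 15 were bound at E11.5 (15 alone) and 28 at E19.5 (28 alone), with Lhx8 at 4.11 ± 0.35 and the axon guidance gene Slit3 at 5.22 ± 1.13 at E11.5 and Dlx2 at 3.30 ± 0.24 and Npy at 3.21 ± 0.07 at E19.5. The odds ratio for brain genes was 1.93 (p = 0.0598) at E11.5 and 3.06 (p = 0.0166) at E19.5 by Fisher's exact test, two-sided, and 0.259 and 0.0960 were the p-values adjusted over 13 fixed lists. For thyroid genes it was 1.54 (exact p = 0.502) and 1.27 (exact p = 1). Between stages, 4 thyroid genes were higher at E11.5 and 3 at E19.5 (4 and 3 alone), as were 5 and 4 brain genes (5 and 4 alone). These counts turned to 1 and 2 thyroid genes with plain background subtraction and to 3 and 4 brain genes with neighbours averaged, and were 6 and 1 and 19 and 3 without E11.5 replicate 1 and 0 and 0 and 1 and 0 with normexp. Neither list was shifted (camera p = 0.874 and 0.328, p = 0.879 and 0.343 with an estimated correlation, and camera p = 0.855 and 0.287 without E11.5 replicate 1). From the binding of genes that are silent in lung, the paper proposes that binding does not imply activation, and names chromatin remodeling and DNA methylation as examples of mechanisms that may silence those genes in lung.

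**Figure D3:**
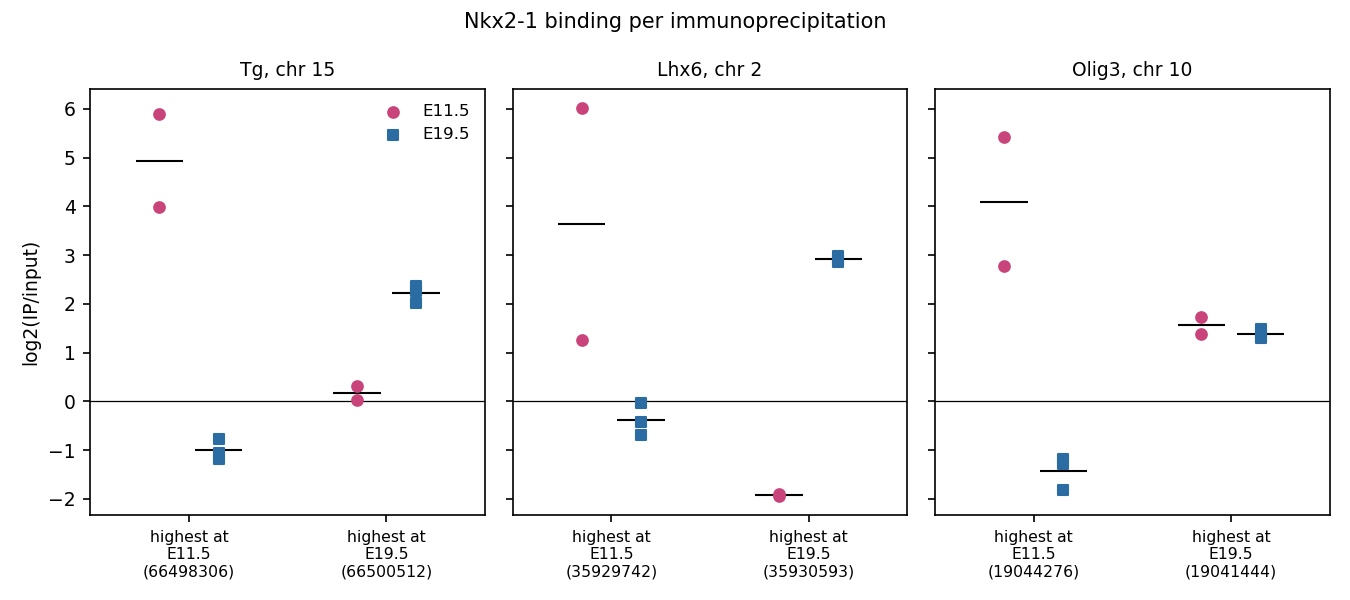
Log2(IP/input) of each immunoprecipitation at the feature of highest mean of each stage for Tg, Lhx6 and Olig3, with the start coordinate of the feature below it. Circles are E11.5 replicates, squares E19.5 replicates and lines their means. At the features highest at E11.5 the E11.5 replicates stand apart from each other, at 1.25 and 6.01 for Lhx6, and the E19.5 replicates lie below 0 on average.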

Genes expressed later in lung development are already bound by Nkx2-1 at E11.5. For example, Sftpa, not expressed at detectable levels in E11.5 lung, is bound by Nkx2-1 in regions 5′ and 3′ to the transcription initiation site (Figure 2A). 

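Sftpa1 encodes surfactant protein A, a collectin of the alveolar lining. Its highest feature at E11.5 lay inside the gene, on chromosome 14 from 40042602 to 40042661 and 2131 bp downstream of the start site, at a log2 ratio of 2.90 ± 2.31 (SD, n = 2). The replicates gave 4.54 and 1.27, and the feature did not pass the threshold for binding (adjusted p = 0.0236, limma). It was higher than at E19.5, where it lay at -3.26, by 6.16 (adjusted p = 0.0105). Over the 40 features of Sftpa1, 1 was bound at E11.5 and 1 at E19.5, and 5 were higher at each stage.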

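In the promoter of Sftpa1, the highest feature at E19.5 lay 3117 bp upstream of the start site, on chromosome 14 from 40037356 to 40037411. Its log2 ratio was 2.90 ± 1.28 (SD, n = 3) at E19.5, with replicates at 2.41, 1.93 and 4.35, and 1.38 at E11.5. Neither the binding at E19.5 (adjusted p = 0.00503, limma) nor the difference of -1.52 (adjusted p = 0.185) passed its threshold.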

At E19.5, increased Nkx2-1 binding is detected on the Sftpa promoter region correlating with higher transcription as previously described by classical promoter analyses [28].

### Biological processes and pathways targeted by Nkx2-1

To identify novel genes and pathways that may be effectors of Nkx2-1 functions during lung development, we performed Gene Ontology analyses using EASE [29] and ∼1300 individual genes bound by Nkx2-1 (log_2_ binding ratio >0.75; p≤0.001) at E11.5 or at E19.5. These analyses revealed significant enrichment in many biological processes at each time point (p<0.05) (Supplementary Table S4). Selected genes in the top biological processes at each time point are shown in Table 1. In particular, ‘positive regulation of cell proliferation’ is significantly enriched at E11.5 (p = 0.0038) but not at E19.5 (p = 0.9824), while ‘ion transport’ is enriched at E19.5 (p = 0.0001) but not at E11.5 (p = 0.1976), supporting a differential role for Nkx2-1 at each developmental stage [30]. 

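Of the genes of Table 1 that differed, all of those for cell proliferation were higher at E11.5. Most of those for ion transport were higher at E19.5. With normexp or without E11.5 replicate 1 that majority was lost, but without that replicate other genes moved toward E11.5 as well. Of 25 genes of positive regulation of cell proliferation, 16 were bound at E11.5 and 14 at E19.5 (16 and 14 adjusted over the list alone), 11 were higher at E11.5 and 0 at E19.5 (13 and 0 alone). Among them, Nr2e1, an orphan nuclear receptor of neural progenitors, was bound at E11.5 at 5.20 ± 0.67 (log2, SD, n = 2) and was higher there by 4.55 (adjusted p = 0.00212, limma). Ube2c, the ubiquitin-conjugating enzyme that drives exit from mitosis, reached 6.09 ± 2.47 (adjusted p = 0.00259, not bound). Of 81 ion transport genes, 33 were bound at E11.5 and 76 at E19.5 (34 and 76 alone), 6 were higher at E11.5 and 31 at E19.5 (7 and 31 alone). Of 24 genes of Ras signaling, 17 were bound at each stage (17 alone), and 9 were higher at E11.5 against 1 at E19.5 (9 and 1 alone), with Plce1, a Ras-regulated phospholipase, at 4.43 ± 0.08 at E11.5 and Abr, a Rac regulator, at 3.94 ± 0.29 at E19.5. Of 35 genes of response to wounding, 11 were bound at E11.5 and 34 at E19.5 (12 and 34 alone), 3 were higher at E11.5 and 19 at E19.5 (3 and 20 alone), with the fibrinogen chain Fga at 3.99 ± 0.20, the clotting factor F7 at 3.69 ± 0.08 and Alox5, which makes leukotrienes, at 3.60 ± 0.28 at E19.5 (SD, n = 3). The shift against other genes had a camera p of 1.61e-05 for proliferation (p = 0.0172 with an estimated correlation), 0.00323 for Ras signaling (p = 0.156), 2.52e-06 for ion transport (p = 0.0483) and 9.34e-10 for wounding (p = 0.0376). The study picked these genes among the highest of a stage in the same samples, so their direction is not independent evidence. Within the scan that holds both stages, without E11.5 replicate 1, the p-values with an estimated correlation were 0.209, 0.650, 0.272 and 0.262, and the counts higher at E11.5 and at E19.5 were 19 and 0 for proliferation, 14 and 2 for Ras signaling, 13 and 17 for wounding and, turned in direction, 32 and 30 for ion transport. With normexp the counts were 0 and 0, 0 and 0, 0 and 2, and 1 and 1, and the calls of Ras signaling (camera p = 0.860), wounding (camera p = 0.320) and ion transport (p = 0.429 with an estimated correlation) were lost, as was that of Ras signaling with neighbours averaged (camera p = 0.122). With an estimated correlation, ion transport and wounding also missed 0.05 with plain background subtraction (p = 0.0687 and 0.0696), wounding with normexp (p = 0.459) and ion transport with neighbours averaged (p = 0.0627). Lists fixed without regard to these samples gave no such shift, but they are not the paper's categories. One holds cell cycle genes rather than positive regulators of proliferation, the other channels and transporters picked by family rather than by ion transport annotation. Fisher's exact tests below used all bound genes, 30.2% of genes at E11.5 and 64.7% at E19.5, and the paper a shorter list per stage. The paper's enrichment itself was thus not tested with them. Of 128 cell cycle genes, 38 were bound at E11.5 and 86 at E19.5 (41 and 94 alone), and 15 were higher at E11.5 and 13 at E19.5 (13 and 13 alone). Rb1, the retinoblastoma gene, was bound at E19.5 at 3.46 ± 0.20, with a difference of -3.27, and Cdc6, which licenses DNA replication, at 3.04 ± 0.34, with -2.44. At E11.5, Rbl1, a relative of Rb1, was bound at 4.75 ± 1.32, with a difference of 5.24. The odds ratio was 0.977 (p = 1) at E11.5 and 1.12 (p = 0.579) at E19.5 by Fisher's exact test, two-sided, and the shift was 0.01 (camera p = 0.995, and p = 0.997 with an estimated correlation). Of 623 ion channels and transporters named by family, 193 were bound at E11.5 and 414 at E19.5 (206 and 412 alone), and 76 were higher at E11.5 and 69 at E19.5 (64 and 63 alone). The odds ratio was 1.04 (p = 0.657) and 1.08 (p = 0.370), and the shift 0.03 (camera p = 0.740, and p = 0.614 with an estimated correlation). Tested with limma's fry, which asks whether a list's own genes move, without a comparison with other genes, the cell cycle list gave an adjusted p = 0.479 for movement on balance to one side and an adjusted p = 8.73e-06 for change in either direction, a test that each of the 13 fixed lists passed (adjusted p from 3.85e-06 to 0.00297). The counts per stage turned to 18 and 22 cell cycle genes and 69 and 80 channels and transporters with neighbours averaged, and to 41 and 57 channels and transporters with plain background subtraction. Without E11.5 replicate 1 the odds ratio at E11.5 was 0.685 (exact p = 0.0457) for the cell cycle and 1.57 (exact p = 6.43e-06) for ion channels and transporters. Within the common scan the counts were 49 and 17 and 351 and 67 (2 and 1 and 4 and 1 with normexp on all arrays), and the shifts were -0.29 (camera p = 0.271, and p = 0.241 with an estimated correlation) for the cell cycle and 0.20 (camera p = 0.202, and p = 0.2501 with an estimated correlation) for ion channels and transporters. From the enrichment of proliferation genes at E11.5 and of ion transport genes at E19.5, the paper proposes a differential role of Nkx2-1 at each stage.

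**Figure D4:**
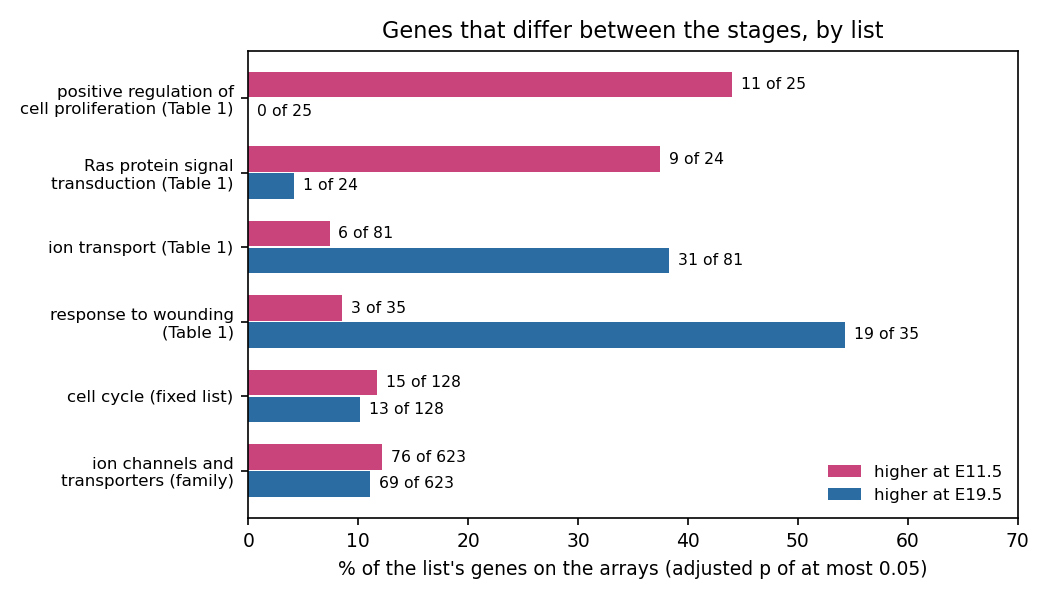
Percentage of the genes of each list on the arrays that were higher at E11.5 or at E19.5 at an adjusted p of at most 0.05 (limma), with the number of genes beside each bar. The cell cycle list and the ion channel and transporter family are other gene sets than the categories of Table 1. The lists of Table 1 lean to the stage they were chosen for. Of the proliferation genes, 11 of 25 were higher at E11.5, and of the ion transport genes 31 of 81 at E19.5. Without E11.5 replicate 1 the ion transport genes kept a shift of -0.71 but no majority higher at E19.5. The cell cycle list has 15 and 13 and the ion channel and transporter family 76 and 69. These counts turn to 18 and 22 and to 69 and 80 with neighbours averaged. For the family they turn to 41 and 57 with plain background subtraction. Without E11.5 replicate 1 the shifts were -0.29 for the cell cycle list and 0.20 for the family.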

We concentrated our studies in Nkx2-1 proliferation-related target genes because of their link to development and cancer. Although Nkx2-1 has been shown to control cell proliferation [7], [10], direct regulation of proliferation-related genes by Nkx2-1 has not been reported. Proliferation-related Nkx2-1-target genes expressed in early lung epithelium and/or human lung tumors are shown in Table 2. 

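At the array features that Table 2 names, all 35 proliferation-related genes lay above a log2 ratio of 0.75 at E11.5, with a median of 3.25 and a range of 1.89 to 6.09, and 15 were bound. At E19.5 the same features had a median of -0.02, 18 lay below 0 and 3, at Erh, Cnbp and Pawr, were bound. The difference passed for 26 features, all higher at E11.5, and 0 were higher at E19.5 (limma; the features were chosen by the study on these samples, so the direction is not independent evidence). Rhob, a small GTPase of vesicle traffic and growth control, was bound at E11.5 at 4.09 ± 0.08 (SD, n = 2) and was higher by 4.36. Anln, an actin-binding protein of the cleavage furrow, was bound at 4.18 ± 0.12 and was higher by 3.35. Racgap1, which acts at the same furrow, lay at 3.35 ± 0.32 and was higher by 5.59. Erbb3, a receptor of the epidermal growth factor family, reached 5.21 ± 3.12 and Map3k11 4.72 ± 2.69, neither of them bound (adjusted p = 0.00924 and 0.00787). Over all features of these 35 genes, 25 genes were bound at E11.5 and 26 at E19.5 (25 and 26 adjusted over the list alone), and 19 were higher at E11.5 and 1 at E19.5 (21 and 1 alone). The shift against other genes was 2.01, with a camera p of 5.26e-07 (p = 0.0120 with an estimated correlation). Without E11.5 replicate 1, within the common scan, the shift was 1.78. With plain background subtraction the counts higher at each stage were 13 and 1, with neighbours averaged 11 and 2 and with normexp 2 and 0.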

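Table S6 lists genes of cancer pathways and of signaling by hepatocyte growth factor (HGF) for each stage. Of the 32 cancer genes listed for E11.5, 22 were bound at E11.5 and 26 at E19.5 (22 and 26 adjusted over the list alone), 14 were higher at E11.5 and 1 at E19.5 (15 and 2 alone). Birc3, an inhibitor of apoptosis, was bound at E11.5 at 5.04 ± 0.94 (log2, SD, n = 2). Of the 30 listed for E19.5, 11 were bound at E11.5 and 30 at E19.5 (10 and 30 alone), 0 were higher at E11.5 and 12 at E19.5 (0 and 12 alone). Pik3r5, a regulatory subunit of phosphoinositide 3-kinase, was bound at E19.5 at 3.65 ± 0.17 (SD, n = 3) with a difference of -4.93, and Jak2, a kinase of cytokine receptors, at 3.37 ± 0.18. Of 12 HGF genes listed for E11.5, 8 were bound at E11.5 and 10 at E19.5 (7 and 8 alone), with 5 higher at E11.5 and 0 at E19.5 (5 and 0 alone). Pik3ca, a catalytic subunit of phosphoinositide 3-kinase, was bound at E11.5 on chromosome 3 from 32629205 to 32629264 at 4.45 ± 1.19, at least 5.14 above E19.5 (adjusted p = 0.00393, limma). Of 11 HGF genes listed for E19.5, 4 were bound at E11.5 and 11 at E19.5 (4 and 11 alone), with 0 higher at E11.5 and 7 at E19.5 (0 and 7 alone), among them Map3k2 at 3.34 ± 0.23. The shifts against other genes had a camera p of 8.22e-05 and 3.20e-05 for the cancer lists (p = 0.0206 and 0.0223 with an estimated correlation) and of 0.00464 and 9.60e-06 for the HGF lists (p = 0.0584 and 0.0188). Without E11.5 replicate 1, within the common scan, E11.5 keeps 1 sample and only sizes are given. The shifts kept their direction, at 1.16 and -1.60 for the cancer lists and 1.94 and -2.02 for the HGF lists. With normexp the counts higher at each stage were, in the same order, 2 and 0, 0 and 1, 0 and 0, and 0 and 0. The call of the HGF list of E19.5 was lost with normexp (camera p = 0.131, and p = 0.212 with an estimated correlation). With an estimated correlation, the cancer lists of E11.5 and E19.5 also missed 0.05 with normexp (p = 0.119 and 0.0993) and with neighbours averaged (p = 0.0570 and 0.189), as did that of E11.5 with plain background subtraction (p = 0.0616) and the HGF list of E19.5 with neighbours averaged (p = 0.0839). The study drew these lists from the genes of highest signal of each stage, so their direction is not independent evidence.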

Overrepresented pathway analysis performed by Ingenuity Pathway Analysis at E11.5 and E19.5 (Supplementary Table S5) identified common Nkx2-1 targeted pathways at both stages, such as ‘mechanisms of cancer’ and ‘HGF signaling’ (Supplementary Table S6). Other pathways were uniquely overrepresented at E11.5, including ‘RAR signaling’ and ‘TR/RXR activation’, and at E19.5, including ‘renin-angiotensin signaling’. These Nkx2-1 regulated pathways have been previously linked to lung development and tumorigenesis [31], [32], [33].

**Table 1:** Selected genes in non-redundant over-represented biological processes among genes bound by Nkx2-1.

*E11.5*		
*Term*	*PValue*	*Genes*
Positive regulation of cell proliferation	3.77E-03	Odc1, Il3, Cdca7l, Prkcq, Notch1, Myc, Il12a, Recql4, Lig4, Nr2e1, Cnbp, Bcl2, Hcls1, Igf1, E2f3, St8sia1, Lamb1-1, Il4, Otp, Nodal, Il18, Cd3e, Ube2c, Edg3, Sp6,
Ras protein signal transduction	5.56E-03	Arhgef11, Arf6, Tbc1d20, D10Ertd610e, Fgd3, Rhob, Rasgrf2, Psd4, Arhgdia, D10Bwg1379e, Hrasls, Psd3, Fgd2, Nisch, Cdc42ep4, Hras1, Grit, Rasgrp3, Tbc1d10a, Pscd3, Rfxank, Abr, Plce1, Tbc1d2b,

*E19.5*		
*Term*	*PValue*	*Genes*
Ion transport	9.77E-05	C1qtnf3, Steap4, Bat3, Atp6v1g3, Kcne3, Slc41a2, Cacnb4, Col1a1, Kcnc2, Grid1, Itpr2, Pkd1, Slc39a11, Clca5, Atp6ap1, Kcnn2, Steap1, Slc6a8, Kcnv1, Kcnj8, Slco2b1, Kcnj16, Kcne2, Slc4a4, Kcnk9, Slc12a5, Slc34a1, Slc38a2, Tigd4, C1qtnf7, Cybb, Accn2, Gabra3, Slc13a1, Col8a1, Kctd13, Slc9a7, Slc11a1, Kcnh5, Kcnmb4, Fxyd3, Atp13a1, Rcvrn, Myb, Clcn1, Chrna1, P2rx1, Slc5a3, Kcnj15, Slc22a6, Sfxn4, P2rx7, Col6a2, Slc26a1, Adrb2, Stim1, Slc34a2, C1qa, Slc22a4, Ank, Rhbg, Kcnc4, Gm414, Fxyd2, Col17a1, Chrna7, Slc17a1, Clic5, Atp1a1, Steap3, Slc41a1, Slc12a8, Slc30a6, Col4a6, Kcne4, Kctd4, Sftpa1, C1qtnf5, Slc39a14, Atp6ap2, Atp2b3,
Response to wounding	4.67E-03	Saa3, Thbs1, Daf2, Tlr11, Tollip, Il17d, F7, AI182371, Cxcl10, C8a, F9, Ccl22, Ccl5, C4bp, Nfam1, Stab1, C1qa, Sod1, C8b, Fga, Ly86, Abhd2, S100b, Chrna7, F2rl3, Alox5, Chi3l3, Cd28, Serpinf2, Casp3, Pap, Il6, Tac1, Cd24a, F10,

**Table 2:** Cell proliferation related genes bound by Nkx2-1 and expressed in lung development and tumors.

*GeneName*	*SystematicName*	*Description*	*Signal*	*p value*	*Lung Expression* *E11.5 (Lu et al 2005)*	*E14.5 (GenePaint)*	*Tumors*	*PMID*
Ube2c	chr2:164463527-164463586	INSIDE	1.904	1.37E-20	P	E/M	lung tumors	15208666
Fkbp1a	chr2:151229364-151229423	PROMOTER	1.842	3.08E-22	P	**E**	metastasis	11517338
Erbb3	chr10:127991654-127991713	INSIDE	1.649	2.85E-09	P	**E**	NSCLC	12483526
Tff1	chr17:030889902-030889950	INSIDE	1.536	1.85E-13	P	**e**	adenocarcinoma	7917539
Map3k11	chr19:005690697-005690741	INSIDE	1.503	1.32E-18	P	e/M	solid tumors (lung)	18636107
Pik3ca	chr3:032629205-032629264	INSIDE	1.412	2.30E-18	A	e	lung tumors	19010912
Anln	chr9:022081918-022081977	DOWNSTREAM	1.330	2.67E-21	P	E/M	SCC	16357138
Rhob	chr12:008528273-008528332	PROMOTER	1.311	5.97E-21	P	E/M	lung tumors	15102679
Ncaph	chr2:126823595-126823654	INSIDE	1.301	3.06E-11	P	NA		
E2F3	chr13:029996944-029997003	PROMOTER	1.270	2.07E-07	A	**E**	NSCLC/sclc	16938365
Ccnb1	chr13:101891449-101891508	PROMOTER	1.253	7.30E-13	P	E/m	NSCLC	12883711
Fgfr3	chr5:034037899-034037943	PROMOTER	1.215	1.20E-19	P	E/m	NSCLC	17949785
Sox4	chr13:028964510-028964569	PROMOTER	1.209	2.98E-05	P	**E**	lung tumors	19153074
Odc1	chr12:017565992-017566050	PROMOTER	1.145	6.20E-07	P	E/M	NSCLC	20199977
Cdca7l	chr12:118283635-118283694	PROMOTER	1.143	1.64E-14	P	**E**		
Asns	chr6:007647542-007647601	PROMOTER	1.093	1.58E-04	P	**E**		
Racgap1	chr15:099483295-099483350	PROMOTER	1.090	2.00E-19	P	E/M		
Hras1	chr7:141042582-141042630	DOWNSTREAM	1.049	3.30E-08	P	**E**	NSCLC	10430091
Ptprf	chr4:117777704-117777758	INSIDE	1.026	7.95E-14	P	NA		
Msh2	chr17:087582981-087583033	INSIDE	0.997	4.92E-18	P	**E**	NSCLC	18646042
Pard3	chr8:130324465-130324524	INSIDE	0.976	6.74E-05	P	E/M	Tumors	20215515
Erh	chr12:081561122-081561181	INSIDE	0.973	2.04E-13	P	E/M	Breast cancer	18500978
Nek6	chr2:038335233-038335289	INSIDE	0.968	1.30E-04	P	**E**	lung tumors	20407017
Cdkn2c	chr4:109162876-109162934	INSIDE	0.946	2.11E-10	P	ND	mouse lung tumors	17409423
Prdx1	chr4:116184956-116185015	INSIDE	0.930	9.83E-05	P	E/m	NSCLC	18413821
Mfge8	chr7:079028025-079028075	PROMOTER	0.926	6.20E-06	P	E/M		
Furin	chr7:080274016-080274066	INSIDE	0.916	5.15E-13	P	E/m		
Bcl2	chr1:108538280-108538339	INSIDE	0.915	6.31E-05	P	E/M	NSCLC	19240654
Cnbp	chr6:087818676-087818735	PROMOTER	0.902	1.68E-11	P	E/M	NSCLC	17327219
Notch1	chr2:026326836-026326885	PROMOTER	0.902	2.47E-04	P	**E**	NSCLCs	20007775
Pawr	chr10:107733486-107733545	PROMOTER	0.894	3.17E-10	P	**E**	lung tumors	18650932
Hmox1	chr8:077991770-077991828	INSIDE	0.892	1.17E-12	P	ND	adenocarcinoma	15688187
Igf2	chr7:142465948-142466003	INSIDE	0.892	1.74E-13	P	**E**	adenocarcinoma	11536368
Mmp14	chr14:053385520-053385574	PROMOTER	0.884	1.63E-08	P	E/M	SCC	15036884
Ccnb2	chr9:070223337-070223396	PROMOTER	0.812	1.32E-15	P	e/m	NSCLC	15331390

E, high expression in lung epithelium; e, low expression, M, high expression in lung mesenchyme; m, low expression; ND, non-detected;

NA, non-available; P, present; A, absent.

### Reduced Nkx2-1 expression affects cell cycle progression and transcription of target genes

To evaluate whether altered levels of Nkx2-1 expression can affect target gene transcription, we performed short hairpin RNA (shRNA)-mediated Nkx2-1 knockdown in the mouse lung epithelial cell line MLE-15. These cells express both forms of the Nkx2-1 protein identified in development (Figure 3A). Nkx2-1 message was reduced by 60% and average expression of both Nkx2-1 protein forms was reduced by 40% (Figures 3A and D). Nkx2-1s shRNA reduces expression of the two main bands between 40–50 kD but also of a faint band of higher molecular weight. These bands may represent modifications of Nkx2-1, although we have not confirmed their composition. Reduction of Nkx2-1 delayed cell cycle progression by halting cells in G2/M phase (Figures 3B and C). The moderate reduction in Nkx2-1 levels has a measurable impact on cell growth and target gene regulation. Cell count analyses performed at 24 h intervals for 4 days show a significant difference in total number of cells after 3 days in culture (Figure 3D). By qRT-PCR we determined downregulation of E2f3, Ccnb1, Ccnb2, and Pik3ca by reduction of Nkx2-1 (Figure 3E). Block of cell cycle in G2/S phase observed by down-regulation of Nkx2-1 in cell lines may be mediated by down-regulation of Cnnb1 and Cnnb2 which participate in transition of cells into the synthesis phase. c-Met, conversely, was highly upregulated, supporting a role of Nkx2-1 as a transcriptional repressor. Alternatively, indirect mechanisms controlled by Nkx2-1, besides Nkx2-1 binding to c-Met promoter, could control transcription of this gene.

**Figure 3:**
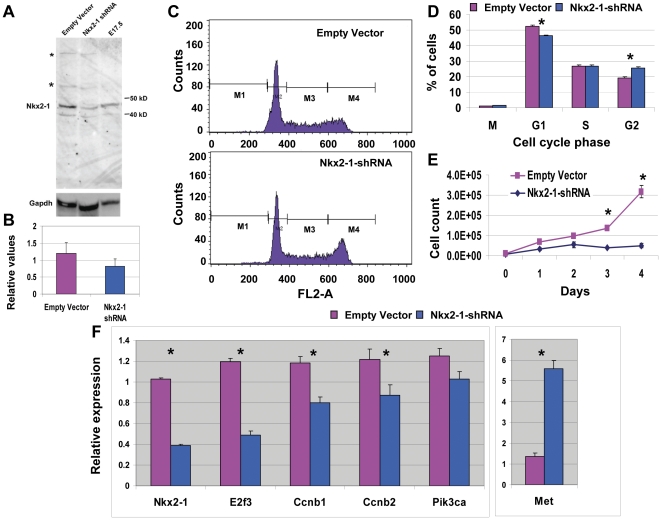
Downregulation of Nkx2-1 affects expression of proliferation-related genes in mouse lung epithelial cells. (*A*) Western blot analysis of Nkx2-1 downregulation by shRNA in MLE15 cells using the Nkx2-1 antibody 07-601 (Millipore-Upstate). Two bands between 40–50 kD are detected in mouse MLE15 cells and E17.5 lung. Densitometry analyses show a significant downregulation of Nkx2-1 major bands in shRNA transduced cells. Nkx2-1 downregulation by shRNA also reduces the level of minor bands of higher molecular weight (*, asterisks) (*B*) Representative flow cytometry analyses of DNA content and cell cycle progression in the same cells; n = 3. (*C*) Relative number of cells in each stage of the cell cycle. (D) Cell count analysis of MLE15 cells transduced with empty vector or Nkx2-1shRNA. 5000 cells were plated and grown in standard conditions for up to 4 days. Attached cells were trypzinized and counted; n = 6 (E) Real time RT-PCR analyses of Nkx2-1 mRNA expression levels in Nkx2-1 shRNA or empty vector transduced cells; n = 3; similar analyses were performed for selected targets; n = 6. Error bars represent s.e.m.; (*) p≤0.05.

### Correlation of NKX2-1 and developmental target gene expression levels in NSCLC

Lung development and cancer have been linked by comparing embryonic and tumor gene expression profiles [34], [35]. Also, developmental gene programs active in human lung tumors have been explored as predictors of patient's survival [35], [36]. The effector genes responsible for these associations, however, are largely unknown. We evaluated expression of Nkx2-1 target genes identified in mouse development in human lung tumors, and their correlation with endogenous NKX2-1 levels (Figures 4 and S4). Sixteen human lung tumor data sets, available in GEO or the literature, including gene expression levels in lung adenocarcinomas and squamous cell carcinomas, were analyzed (Table 3). Human homologues corresponding to mouse Nkx2-1 target genes at E11.5 (350 genes) and at E19.5 (183 genes) were used in GSEA analyses. The expression of E11.5 developmental target genes significantly correlated or anti-correlated to NKX2-1 level in 10 out 16 data sets (p<0.05). The expression of E19.5 developmental target genes significantly correlated or anti- correlated to NKX2-1 level in 9 out 16 data sets (p<0.05). The anti-correlation of many Nkx2-1 target genes with NKX2-1 expression in tumors (Figures 4 and S4) and of c-Met with Nkx2-1 levels shown in MLE15 cells supports a role of Nkx2-1 as a transcriptional repressor.

**Figure 4:**
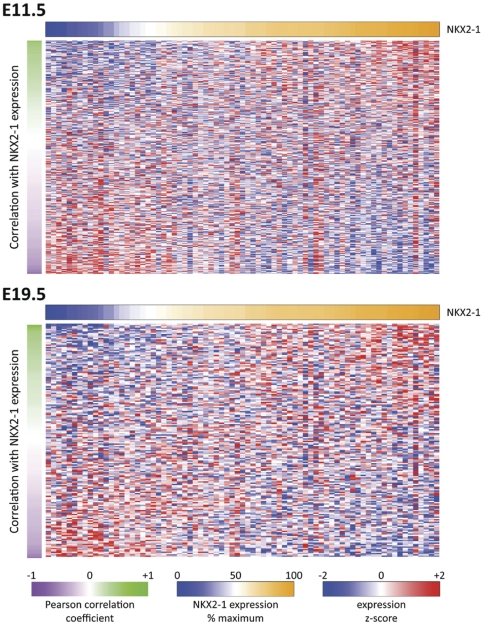
NKX2-1 levels in human lung tumors significantly correlate with expression of developmental Nkx2-1 target genes. Heatmaps of human lung tumor genes identified in GSE12667 database showing gene expression levels of the human homologues of Nkx2-1 target genes identified in mouse lung development at E11.5 (upper panel) and E19.5 (lower panel); genes are organized according to their Pearson correlation value (y axis) to relative NKX2-1 expression level (x axis).

**Table 3:** Human lung tumor data sets used in the correlation and GSEA studies.

				*GSEA p values*
*Set*	*PMID*	*Number of tumors*	*Cell type*	E11.5/E11.5*	E19.5/E18*
GSE12667	18948947	75	Adenocarcinoma	**0.017**	**0.003**
GSE10245	18486272	58	All	**<0.001**	**<0.001**
		40	Adenocarcinoma	0.432	**0.044**
		18	Squamous	**0.034**	0.062
GSE10799	19208797	16	Adenocarcinoma	0.228	0.222
GSE10445	19176396	72	Adenocarcinoma	**0.024**	**0.005**
Bild 2006	16273092	111	All	**<0.001**	**<0.001**
		58	Adenocarcinoma	**<0.001**	**<0.001**
		53	Squamous	**<0.001**	**<0.001**
GSE7670	17540040	27	Adenocarcinoma	0.124	0.821
Shedden DFCI 1	18641660	52	Adenocarcinoma	**<0.001**	0.118
Shedden DFCI 2		30	Adenocarcinoma	0.772	0.155
Shedden Moffitt		79	Adenocarcinoma	**0.02**	0.118
Shedden UMich		178	Adenocarcinoma	**0.009**	**0.001**
Shedden MSKCC		104	Adenocarcinoma	**0.043**	0.18
Lu U133A	17194181	18	Squamous	**0.003**	**0.005**
Bhattacharjee 2001	11707567	254	All	**0.001**	0.054
		197	Adeno and Squamous only	**<0.001**	**<0.001**
		176	Adenocarcinoma	**0.009**	**0.035**
		21	Squamous	0.063	**0.002**
Borczuk 2004	15087295	74	All	0.261	**0.036**
		17	Adeno and Squamous only	0.592	0.183
		10	Adenocarcinoma	0.457	0.626
		7	Squamous	0.537	0.704
Lu U95Av2	17194181	36	All	0.771	0.125
		32	Adeno and Squamous only	0.797	0.143
		14	Adenocarcinoma	0.435	0.038
		18	Squamous	0.961	0.717
Beer 2002	12118244	96	Adenocarcinoma	0.125	0.293

bold GSEA values <0.05.

* Bound/Expressed.

We also determined the enrichment of particular biological processes within the expression/correlation groups (Table 4). In the lung tumor datasets evaluated, there is a negative correlation between NKX2-1 and regulators of the cell cycle identified in early development, while there is a positive correlation with genes involved in transcriptional regulation. These links might be helpful in understanding the fact that patients with adenocarcinomas with higher levels of NKX2-1 expression have a better prognosis than those with lower or no expression of NKX2-1. For example, we determined that higher levels of NKX2-1 expression correlate to lower level of expression of the target genes Ccnb1, Ccnb2, Cdc2, Cdkn2c, and Mcm2.

**Table 4:** Selected GO categories over-represented within developmental genes correlated to NKX2-1 levels.

*GO*	*Gene Symbols*
*E11.5 positive correlation*	
Cellular metabolism	AASS AGPAT3 AHCYL1 APBB1 ASXL1 BCKDK CREBBP CRY2 CSTF3 CTSD CYB561 DDB1 DNAJC8 DPM2 EDF1 EIF4G1 ELAVL1 ENTPD4 EPC1 ERBB3 ERH ERO1LB FBXW5 FGFR3 FOXA1 FTS GNA11 GTF2H4 GUSB HADHB HERC2 HUWE1 KLF9 LONP METAP1 MLH1 MLLT3 MVK MXD4 MYBBP1A NEK6 NFIB NFYC NONO
Transcription	APBB1 ASXL1 CREBBP EDF1 EPC1 FOXA1 GTF2H4 KLF9 MLLT3 MXD4 MYBBP1A NFIB NFYC NOTCH1 PHF13 POLR2C RAB25 REST SMAD7 SMARCA5 SOX4 SP3 TCEB2 UBP1 UNR ZFP90 ZNF23 ZNF297

*E11.5 negative correlation*	
*GO*	*Gene Symbols*
Macromolecule metabolism	ACVR2 AKR1A1 ALK ARIH1 BAG1 BAG2 BPGM CACYBP CCT3 CDC2 CHAF1B CLK3 CTSL2 DAG1 DNAJB11 DNAJC1 DNAJC10 EIF2B5 EIF5 ERO1L FKBP1A FLJ25059 FLT3 FURIN H2AFJ H2AFX ICT1 IDE ITM1 MAP3K11 MAPK1 MMP14 MRPL16 MRPL30 MRPL48 MRPS17 MRPS18A NDUFAF1 NEDD4 NEDD8 NSMCE1
Cell proliferation	ANLN BCL2 BRRN1 CCNB1 CCNB2 CDC2 CDKN2C CHAF1B EMP1 FLT3 FTSJ3 GMNN KIF11 MAPK1 MCM2 MSH2 NR6A1 ORC2L PARD3 PAWR PRDX1 PSMD8 RBBP7 SMC2L1 SSBP1 TNFRSF7 UBE2C WARS
Cell death	BAG1 BAG2 BCAP31 BCL2 BNIP2 DAD1 DAP3 EI24 EMP1 LIMS1 MAPK1 PAWR SEMA4D TNFRSF7 TUBB TXNL1

*E19.5 positive correlation*	
*GO*	*Gene Symbols*
Signal transduction	ABR ADCY7 ADRB2 ANK3 ARRB1 ATM CLOCK DPYSL3 ENPP2 EPS8 GNA11 IL1R1 IRS1 LY6E NFKBIA NRP1 PKD1 PRKCZ RAB17 RAB24 RAC1 RASGRF1 RGL2 SCGB1A1 TM4SF6 TOLLIP VAPA

***E19.5 negative correlation***	
***GO***	***Gene Symbols***
Catabolism	ADAM17 ANAPC5 BLMH CASP3 CTSB DDX1 DNPEP DPEP1 F7 G6PD GLUD1 PAFAH1B3 PDHA1 PSMD8 PYGB UBE2L3

GO level ≥4; Bayes Factor ≥0; p≤0.03; number of genes≥10.

## Discussion

To identify direct transcriptional targets of Nkx2-1 that could be effectors of its developmental functions we performed ChIP-chip analyses in early and late developing mouse lung. The differential expression pattern of Nkx2-1 at these developmental stages allowed us to evaluate Nkx2-1 targets in cell populations undergoing proliferation at E11.5 and differentiation at E19.5. In this work, we identified a preferential role for Nkx2-1 in direct transcriptional regulation of proliferation-related genes in early development and of ion transport genes in late development.

Nkx2-1 regulation of lung cell proliferation and survival was previously shown in development and tumor cell lines [3], [7], [9], but the effector genes directly regulated by Nkx2-1 were largely unknown. Amongst several proliferation-related genes targeted by Nkx2-1, we identified E2f3, cyclins Ccnb1 and Ccnb2, and c-Met. E2f3 controls the rate of cell proliferation by controlling the G1/S transition and the initiation of DNA synthesis [37], [38] and is expressed in the lung epithelium in early development [39], [40]. Cyclins Ccnb1 and Ccnb2 regulate the G2/M phase transition and are ubiquitously expressed in the lung during development. Ccnb1, E2f3 and other proliferation genes are mostly bound by Nkx2-1 at E11.5 but not at E19.5. 

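Ccnb1, which encodes cyclin B1, was bound at E11.5 on chromosome 13 from 101891449 to 101891508, 4735 bp upstream of its start site, at 3.89 ± 0.82 (log2, SD, n = 2). It was higher there than at E19.5 by at least 5.08 (adjusted p = 0.00198, limma). At E19.5 no feature of the 21 of Ccnb1 was bound, and the highest reached 0.88 ± 0.08 (SD, n = 3, adjusted p = 0.00371), which passed without either E11.5 replicate (adjusted p = 0.000298). E2f3, a transcription factor of entry into S phase, was bound at E11.5 on chromosome 13 from 29996944 to 29997003, 3445 bp upstream. It lay there at 3.95 ± 0.76, with the input well above background on 1 array of 2. At E19.5 it lay at -0.20, with the immunoprecipitate well above background on 1 array of 3. The difference was 4.15 (adjusted p = 0.00354). At another feature, 4299 bp upstream, it was bound at E19.5 at 1.60 ± 0.32. Over the 37 features of E2f3, 2 were bound at E11.5 and 3 at E19.5. Ccnb2, which encodes cyclin B2, had 2 bound features at E11.5 and 6 at E19.5 on chromosome 9, and features that went opposite ways. The feature from 70223337 to 70223396 lay at 2.43 ± 0.54 at E11.5 (adjusted p = 0.00388, not bound) and was higher there by 1.73 (adjusted p = 0.0418), which without E11.5 replicate 2 was 1.35 (adjusted p = 0.0698). The feature from 70223161 to 70223217 was bound at E19.5 at 2.27 ± 0.16, at least 5.34 above E11.5 on the log2 scale (adjusted p = 0.00125).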

Binding of Nkx2-1 to the promoters of these genes correlates with increased expression (Figure S3), and with proliferative state of the epithelial cells in early lung development. c-Met is a proto-oncogene and the HGF receptor tyrosine kinase expressed in E13 mouse lung epithelium and thereafter, where it is involved in mitosis, migration and morphogenesis [41]. Reduction of Nkx2-1 expression in cell lines alters expression of these genes, and slows down cell cycle progression. In vivo, the absence of Nkx2-1 results in impaired lung epithelial lineage expansion and branching morphogenesis. These findings make us speculate that reduced expression of genes involved in cell proliferation and progression of the cell cycle may contribute to the hypomorphic lung phenotype observed in Nkx2-1 null embryos [5], [42], [43]. It will be interesting in the future to determine if altered expression of the genes identified precludes distal lung epithelial progenitor cells to proliferate and engage in the process of branching morphogenesis.

A different context is observed at E19.5, when Nkx2-1 expressing cells are differentiating and preparing for the rapid absorption of luminal fluid and for the first breath [44], [45]. 

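Of the ion transport genes of Table 1, Slc9a7, a sodium and proton exchanger of the Golgi, was bound at E19.5 at a log2 ratio of 3.73 ± 0.34 (SD, n = 3), 751 bp upstream of its start site, with a difference of -4.44 (adjusted p = 0.00159, limma). Fxyd3, a regulator of the sodium pump, was bound at 3.59 ± 0.24, with a difference of -3.04 (adjusted p = 0.00177). The difference of the chloride channel protein Clic5 was -3.28 (adjusted p = 0.00228). Atp6ap2, an accessory subunit of the proton pump, was bound at 3.91 ± 0.08, but neither channel was well above background at E11.5 and no difference is given. Atp13a1, a P-type ATPase of the endoplasmic reticulum, went the other way and was bound at E11.5 at 5.26 ± 0.07 (SD, n = 2), higher by 4.22 (adjusted p = 0.00125). Of the 81 genes, 52 were among the 1300 of highest ratio at E19.5 and 11 among those of E11.5. The study picked them among its bound genes of E19.5 in the same samples, so these counts are not independent evidence.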

Nkx2-1 binding to ion transport genes in distal lung epithelial cells at E19.5 suggests that Nkx2-1 participates in differentiation of the distal lung epithelium to perform these functions at birth. Gene expression analyses of E18 lungs harboring a Nkx2-1 phosphorylation-deficient mutant also show reduced expression of genes that regulate fluid and electrolyte transport [6] supporting a direct link between Nkx2-1 and these functions.

Our results may also have important implications for understanding NKX2-1 functions in lung cancer. A link between development and tumorigenesis has been suggested in different cancers and their corresponding organ of origin [34]. Genomic associations between human lung cancer subtypes and developing mouse lung indicated that tumors with genomic profiles similar to early lung development correlate to poorer patient's prognosis [35] while tumors with gene expression profiles similar to more differentiated lung cell phenotypes correlate to better patient's prognosis. Developmental genes expressed in tumors, such as NKX2-1 may underlie these associations. Multiple evidences support a dual role for NKX2-1 as a proto-oncogene and tumor suppressor gene in lung cancer. NKX2-1 is considered a lineage specific oncogene since its expression is increased or amplified in some lung tumors [3], [9], [46], [47]. In other analyses NKX2-1 is considered a good prognostic factor, since patients with NSCLC showing high levels of NKX2-1 or amplification of the locus have a better prognosis than those that have lost NKX2-1 expression [10], [48]. NKX2-1 was also proposed as a suppressor of lung adenocarcinoma progression in a mouse model of lung cancer [49]. NKX2-1 target genes, effectors of these functions in lung tumors are also unknown. NKX2-1 and some human homologues of the targets identified in development, including E2F3, CCNB1, CCNB2 and c-MET have been proposed as independent lung tumor markers and prognostic genes. E2F3 is overexpressed in 55–70% squamous cell carcinomas and 79% of adenocarcinomas of the lung. [50], and is associated with high Ki67 in invasive cancers [51]. Increased expression of CCNB1 in NSCLC was suggested as a poor prognostic parameter [52], [53], [54]. CCNB2 and c-MET are also over expressed in adenocarcinomas [55], [56], [57], [58]. Our findings point to NKX2-1 as a direct transcriptional regulator of these independent markers of lung tumorigenesis modulating their level of expression at different stages of tumor progression.

Comparison of mouse lung development and human lung cancer data sets identified cell cycle and proliferation as the largest gene categories involved in both processes. Since early development in most organs involves significant cell proliferation, it is not surprising that most similarities between NKX2-1 targets in early lung development and tumors are related to cell cycle and proliferation genes [59]. It is possible that tumor cells maintaining lung-lineage characteristics use tissue/cell specific factors including NKX2-1 to control proliferation and other functions. In addition to the genes identified in these studies, there may be other genes uniquely regulated by NKX2-1 in tumors and not in development; to identify those genes it will be necessary, in the future, to analyze direct NKX2-1 binding in primary tumors or alternatively in tumor cell lines.

It is intriguing that many cell proliferation genes inversely correlate to the levels of NKX2-1 in NSCLC. This inverse correlation may explain the poorer prognosis of patients with NSCLC with low levels of NKX2-1. To determine if the reverse correlation is due to repression by direct NKX2-1 binding, ChIP analyses may be performed in human tumor tissues or tumor cell lines. Alternatively molecular analyses of the promoters of these genes in cell lines may provide information about the repression of these genes by Nkx2-1 binding. These experiments will be the focus of our future studies. Adenocarcinomas sub-classification based on gene expression profiling was proposed to improve prediction of malignant potential and prognosis [35]. The associations identified in our studies may contribute to the molecular classification of these tumors and clarify NSCLC heterogeneity, holding great potential to increase the understanding of this disease.

Our findings point to potential molecular mechanisms by which Nkx2-1 may differentially regulate transcriptional activity. First, inverse correlation in expression level of NKX2-1 and targets in tumors, and of Nkx2-1 and c-Met in MLE15 cells suggests a more widespread role of Nkx2-1 in transcriptional repression. This effect could be by direct binding or, alternatively, by recruitment or activation of transcriptional repressors by Nkx2-1 to down-regulate particular genes. Nkx2-1 has been mostly linked to transcriptional activation in lung and other organs [2], although neuropilin-2 [20] and RAGE [60] have been reported to be down-regulated by direct binding of Nkx2-1 to a cis-element in their promoters strongly supporting Nkx2-1 repressor activity.

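Comparing the stages at the feature with the highest mean over both, 2015 of the 16908 genes were higher at E11.5 and 1817 higher at E19.5 (adjusted p of at most 0.05, limma). Over all features the split was the other way, with 55970 higher at E11.5 and 84340 at E19.5. Taking the highest of many features can favour the stage whose replicates lie further apart. At the chosen features, genes outside the cell cycle list had a median difference of 0.21, while all features had medians of 0.03 at E11.5 and 0.004 at E19.5. The gene counts thus do not tell at which stage more genes were higher. Bound at a single stage were 725 genes at E11.5 and 6568 at E19.5. A gene could also carry features of both kinds. Features bound and higher at E11.5 numbered 2881 in 2586 genes, and those bound and higher at E19.5 numbered 10223 in 7133 genes. Both kinds occurred in 1152 genes, where independent lists would share 1091, without regard to the number of features per gene. Tg and Sftpb were among these 1152 genes.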

Second, there are target genes bound by Nkx2-1 at both developmental time points, whereas others are bound only at E11.5 or E19.5. Interactions with alternative co-factors differentially expressed at each time point might result in differential affinity and binding to alternative targets [21]. Different isoforms and/or modifications of Nkx2-1 proteins by phosphorylation, acetylation or oxidation may affect affinity for particular *cis*-elements or interactions to different co-factors at each time point [17], [22], [61]. Identification of different forms of Nkx2-1 protein at E11.5 and E19.5 will be necessary to fully understand the different targets in alternative cell contexts.

The specificity of Nkx2-1 binding has also been linked to promoter structure [62]. Differences in chromatin modifications surrounding these *cis*-elements in different cell contexts could affect affinity of Nkx2-1 proteins. For example binding of Nkx2-1 to the Sftpb promoter is prevented by DNA methylation of the Sftpb promoter in non-expressing tissues, such as thyroid [63]. To fully understand the differences in binding patterns in different cell contexts we will need to identify the consensus sequences and the chromatin modifications of the binding sites in genomic regions only bound at E11.5 or only bound at E19.5. Future analyses will be focused in discerning these alternatives and characterizing Nkx2-1 binding sites in different contexts.

Finally, we observed strong binding to brain and thyroid genes not expressed at detectable levels in developing lung, suggesting that binding of Nkx2-1 does not imply activation of transcription. In certain cases, binding may precede activation such as in the case of Sftpa and may prime the gene for activation upon recruitment of other transcription complexes and/or co-factors to the promoter. The identification of unique Nkx2-1 targets at E11.5 and E19.5 will facilitate the evaluation of possible mechanisms that control specificity.

Overall, we provide novel insights into biological processes regulated by Nkx2-1 in different cell contexts in development, and cancer. We identified Nkx2-1 direct target genes in mouse lung epithelium that are primary effectors of Nkx2-1 functions, in particular cell proliferation genes. We showed that expression levels of the target genes depend on NKX2-1 levels in NSCLC. NKX2-1 has been associated to longer, similar or shorter patient survival in NSCLC, depending on expression levels [10], [64]. Therefore, evaluation of NKX2-1 expression levels relative to its downstream targets will provide a way to sub-classify NSCLCs, and understand the mechanisms underlying associations to patient survival.

## Materials and Methods

### Antibodies

A rabbit polyclonal Nkx2-1 antibody (EMD-Millipore-Upstate 07-601) was used in ChIP assays, immunofluorescence analyses and western blots; a rabbit monoclonal Nkx2-1 antibody (Abcam, ab76013) was used in immunofluorescence analyses and western blots. The later did not work in ChIP assays in the conditions tested. Although some antibodies work well in experiments such as western blots, or immunocytochemistry, they may not necessarily work in ChIP assays since the fixative conditions used may mask or destroy some epitopes. Monoclonal antibodies, such as ab76013, have higher specificity than polyclonal sera, but polyclonal sera, such as 07-601, may recognize several epitopes of the target, increasing signal levels [65], [66].

We selected the rabbit polyclonal Nkx2-1 antibody for the ChIP-chip analyses based on our previous results [63] and additional experiments performed for this manuscript. We have previously shown specificity of this antibody in ChIP-PCR analyses in vitro and in vivo. Briefly MLE15 cells were transfected with a wild type or mutant Sftpb promoter construct containing mutations of four Nkx2-1 consensus sites. ChIP-PCR assays were performed with the rabbit polyclonal Nkx2-1 antibody or IgG. Mutation of the Nkx2-1 binding sites abolished binding of Nkx2-1 to the promoter and therefore no PCR band is observed when the mutant DNA is immunoprecipitated with the Nkx2-1 antibody. PCR with oligonucleotides in the β-actin locus were also used to indicate the absence of non-specific binding. In addition we showed using the same antibody that Nkx2-1 binds to the endogenous Sftpb promoter in the lung but not the thyroid where the DNA in this region is highly methylated. This same antibody shows binding of Nkx2-1 to the thyroglobulin gene promoter in both tissues but not to β-actin. Supporting experiments that show the specificity of the antibody are included in the results section where down regulation of Nkx2-1 gene expression by shRNAs results in reduction in intensity of the two major bands in Western blots. Those shRNAs do not reduce the levels of the non-specific protein β-actin.

### Chromatin immunoprecipitation

Lungs were dissected from CD1 mice (Charles River Laboratories), minced and immediately immersed in 2 volumes of 1×PBS. For independent immunoprecipitations (IP), we pooled ten E11.5 mouse lungs (n = 2) or five E19.5 mouse lungs (n = 3). Lungs were chemically cross linked by addition of one-tenth volume of fresh 11% formaldehyde solution, and incubated for 10 minutes at room temperature. Formaldehyde was quenched with 2.5 M glycine solution and tissues rinsed twice in 1×PBS. Crosslinked lung samples were flashed frozen in liquid nitrogen and stored at −80°C. To solubilize and shear crosslinked DNA, lungs were lysed and sonicated on ice in a Branson Ultrasonic Sonicator coupled to a Fisher Scientific Sonic dismembrator 500 power supply. Samples were sonicated at 90% amplitude for 12 cycles of 30 second pulses with 60 second pause between pulses, yielding fragments of about 500 bp. Part of the whole cell extract was saved as input material and the rest was incubated overnight at 4°C with 100 µl of Dynal Protein G magnetic beads (Invitrogen) pre-incubated with 10 µl of the Nkx2-1 antibody (07-601, Upstate-Millipore) or IgG (Santa Cruz Biotechnologies, Inc). Beads were washed 4–5 times with RIPA buffer and 1 time with TE containing 50 mM NaCl. Bound complexes were eluted from the beads by addition of elution buffer and by heating at 65°C for 15 minutes with 2 minutes interval of vortexing. Crosslinking in the IP and input samples was reversed by overnight incubation at 65°C. Because Nkx2-1 null mice form only a lung rudiment due to impaired branching morphogenesis we could not use those lungs as control in the ChIP-chip experiments.

### ChIP-chip sample preparation and hybridization

ChIP-chip experiments were performed as described previously [23]. Briefly, immunoprecipitated DNA (IP) and whole cell extract DNA (input) were purified by treatment with RNAse A, proteinase K and multiple phenol: chloroform: isoamyl alcohol extractions. Purified DNA was blunt-ended and ligated to linkers, and amplified using a two-stage PCR protocol. Amplified immunoprecipitated DNA (IP) was labeled with Cy5 fluorophore, and amplified whole cell extract DNA (input) with Cy3 fluorophore. Both IP and input were purified using Bioprime random primer labeling kits (Invitrogen). Cy5 and Cy3 labeled DNAs were mixed (∼5 µg of each) and hybridized to arrays in Agilent hybridization chambers for 40 hours at 40°C, washed and immediately scanned.

### Data Extraction, Normalization and Analysis

We used mouse promoter microarray sets (Agilent Technologies, AMADID: 014716 and 014717), consisting of 2 slides containing ∼244,000 60-mer oligonucleotides each, covering ∼17,000 mouse genes −5.5 kb upstream to +2.5 kb downstream from the transcriptional start sites. Replicate experiments were performed for each time point and each array was scanned using an Agilent scanner model G2565BA. The image analysis was performed using Agilent's Feature Extraction software v.9.5.3.1 set to the default ChIP protocol. To combine the replicates for each time point, the raw data was background subtracted and median normalized using limma library, part of the Bioconductor project, in the R statistical environment [67], [68]. The difference of binding between the IP and Input (Cy5/Cy3), for each probe/feature, was analyzed using empirical Bayes method implemented in the limma package. P-values obtained from the multiple comparison tests were corrected by false discovery rates. In addition, for the binding profiles, we calculated average binding ratio (Cy5/Cy3) for each probe by averaging the ratio between the candidate bound probe and the 2 closest neighboring probes. The complete data set is available at GEO Accession Number GSE23043.

### Biological process and pathway analyses

Probes at E11.5 and at E19.5 with p≤0.001 and log_2_ binding ratio ≥0.75 were selected to query the Expression Analysis Systematic Explorer (EASE) to discover enriched biological themes within the probe sets [29]. Multiple probes within a probe set representing binding to the same gene were consolidated by selection of the probe with the highest fold difference (corresponding to the peak of the binding region). Using median stringency settings we identified overrepresented functional annotation clusters (p≤0.05) for each list. We performed pathway enrichment analyses by using Ingenuity database through IPA interface. Enriched canonical pathways at significance level of p≤0.05 were compared between time points.

### Correlation analyses

A list of 374 unique mouse gene symbols corresponding to genes both bound by Nkx2-1 and expressed in E11.5 mouse lung epithelium was obtained by intersecting a list of 1362 unique gene symbols corresponding to significant Nkx2-1 binding peaks at day E11.5 (Dataset S1) and a list of genes called present (detection p value≤0.05) in all measurements in a microarray analysis of isolated lung epithelium at day E11.5 [26], processed in Affymetrix, MG-U74v2 set and Microarray Suite 5 (MAS5). Gene symbols were translated to 350 unique mouse Entrez Gene IDs using a table obtained from the Homologene resource at NCBI (http://www.ncbi.nlm.nih.gov/sites/entrez?db=homologene).

A list of 183 unique mouse gene symbols corresponding to genes both bound by Nkx2-1 at E19.5 and expressed in E18 mouse lung was obtained by intersecting a list of 1358 unique gene symbols corresponding to significant Nkx2-1 binding peaks at day E19.5 (Dataset S1), translated to mouse Entrez Gene IDs using the Homologene table, and 2611 unique Entrez Gene IDs called present in all measurements in E18 lung, obtained from GEO series GSE10889 [27], processed with MAS5 and normalized with mouse Entrez Gene-specific CDF. All mouse Entrez Gene IDs in both gene sets were then translated to the Entrez Gene IDs of their human homologues using the Homologene table.

The human lung tumor data sets used in this study were identified in a search of the literature and the Gene Expression Omnibus (GEO) for microarray expression profiles of primary lung adenocarcinomas and squamous carcinomas (Table 3). The search was limited to include only those experiments performed using Affymetrix microarray platforms and for which raw CEL files were publicly available. Gene-specific expression levels were obtained using the Robust Multiarray Average (RMA) [68] and a Chip Definition File (CDF) that collapses oligonucleotide probes to probesets corresponding to Entrez Gene IDs [69], obtained from http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/). All computations were performed in R (version 2.9.2). To correlate expression of Nkx2-1 target genes to the levels of Nkx2-1, the 350 human homologues at E11.5 and the 183 at E19.5 were ranked according to the absolute value of the Pearson correlation coefficient of its expression level and that of NKX2-1, within each human lung tumor dataset. GSEA was then performed to determine whether the genes in the E11.5 and E19.5 gene sets were significantly enriched toward the top of each ranked list. A total of 1000 random permutations were used to determine significance in each GSEA analysis. Those analyses for which no permutations had greater significance than the gene set being tested are denoted as p<0.001. To elucidate biological signatures from the developmental genes correlated or anti-correlated with NKX2-1 levels in human lung tumors we used GATHER tool [70].

### Lentivirus production and cell transduction

Mouse lung epithelial MLE 15 cells (a gift of Dr. Jeffrey A. Whitsett, Cincinnati Children's Hospital Medical Center) were cultured in modified conditions as described previously [71], and transduced with lentivirus expressing shRNAs targeting mouse and human Nkx2-1 as we described previously [63]. We used individual clones TRCN0000020449, TRCN0000020450, and TRCN0000086264 contained in shRNA sets RHS4533 and RMM4534 (Open Biosystems). Lentivirus empty vector (RHS4080, Open Biosystems) was used as non-silencing control.

### ChIP-PCR, ChIP-qPCR and qRT-PCR

E11.5 and E19.5 immunoprecipitated lung DNA (IP) using the Nkx2-1 antibody (07-601, Upstate-Millipore) or its corresponding IgG (Santa Cruz Biotechnologies), the input material and genomic DNA were analyzed by PCR, or by qPCR in a StepOnePlus (Applied Biosystems). Using equal amount of DNA from each sample, we performed PCR using polymerase (Qiagen) and primers for various selected targets of Nkx2-1 listed in Table S7. qPCR was performed using SYBR Green (Applied Biosystems). For expression analyses, isolated RNA (1 µg) was reverse transcribed (RT) using TaqMan reverse transcription reagents (Applied Biosystems) and Taqman assays on demand and Taqman Master Mix (Applied Biosystems) [63].

### Cell proliferation analyses

For cell cycle analysis by FACS, MLE15 cells transduced with Nkx2-1 shRNA or non silencing vector were harvested, washed twice with 1XPBS, and re-suspended in 500 µl 1XPBS, at 4°C. Ice-cold ethanol (5 ml) was added drop-wise to the cell suspension and incubated overnight at −20°C. Cells were stained in 1 ml propidium iodide (PI) solution (1XPBS +50 µg/ml PI +100 µg/ml RNAse A), filtered using a 40 µM filter (BD Biosciences) and incubated at 4°C in the dark for 20 minutes before analyzing them by flow cytometry (BD FACScan; BD Biosciences, and FlowJo analysis software, Treestar).

Cell growth was measured by counting cell numbers of MLE15 cells transduced with Nkx2-1 shRNA or non silencing vector at 24 hours intervals for 4 days. We initiated the cultures seeding 5000 cells in triplicate. Cultured cells were trypsinized at 24, 48, 72 and 96 hours resuspended in equal volume of media and counted using a Scepter handheld automated cell counter (Millipore).

### Western Blot Analyses

Mouse lungs and thyroid were dissected and homogenized in 1 ml of RIPA buffer (50 mM Hepes (pH 7.6), 1 mM EDTA, 0.7% Na deoxycholate, 1% NP-40, 0.5 M LiCl) plus Complete Protease Inhibitor Cocktail (Roche) and incubated in a rotator at 4°C for 2 hours. MLE15 and E10 mouse cells, and H441 and H661 human cells, grown in 10-cm diameter plates, were washed twice with 1XPBS, resuspended in 1 ml of RIPA buffer plus complete protease inhibitors cocktail and lysed by gentle vortexing every 5 minutes for 30 minutes. Samples were centrifuged at 14,000 rpm for 15 minutes, and the supernatant was collected and used in western blot analyses. Thirty micrograms of protein were electrophoresed in 12.5% Hydro Colorize gels (Bio-Rad) and electro-transferred to Immobilon-P Transfer membranes (Millipore). Proteins were detected with the Nkx2-1 antibody (07-601, EMD-Millipore-Upstate-), the Nkx2-1 antibody (ab76013; Abcam), β-Actin [63], and/or Gapdh (G9545, Sigma-Aldrich) and their corresponding secondary antibodies, in a LAS-4000 chemiluminescence image analyzer (Fuji). To compare the signals obtained by these antibodies and previously published western blots [12], [21] we used the 8G7G3/1 LabVision mouse monoclonal antibody (Thermo Fisher Scientific) following the manufacturer protocols. Data are shown in Supplementary Figure S5. Similar bands are detected between 40 and 50 kDa with the 07-601 rabbit polyclonal and the 8G7G3/1 mouse monoclonal antibodies. The ab76013rabbit monoclonal antibody only detects one band in that range.

### Immunohistochemistry

E11.5 whole embryos and E19.5 dissected lungs were fixed in freshly prepared 4% paraformaldehyde in 1XPBS, pH 7.4, at 4°C for 16 hours. For immunohistochemistry, tissues were embedded in paraffin following standard processing with ethanol dehydration. Tissue sections (6 µm) were deparaffinized and hydrated by standard methods. Antigen retrieval was done using an Antigen Unmasking solution (Vector Laboratories). Endogenous peroxidase was quenched with 3% H_2_O_2_ in methanol for 15 minutes. Blocking was performed with 2% normal goat serum in 1XPBS at room temperature for 1 hour. The tissues were incubated with the Nkx2-1 antibody (ab76013, Abcam, 1∶500) at 4°C for 16 hours, and then washed with 1XPBS (5 minutes, twice). Antibody binding was detected with the Vectastain Elite ABC kit (Vector Laboratories) and diaminobenzidine (DAB) as substrate. Images were taken using Leitz Aristoplan microscope. For immunofluorescence, tissues were washed in 1XPBS for 30 minutes, dehydrated in 7.5% sucrose/1XPBS, pH7.4 for 1 hour and then 30% sucrose/1XPBS, pH 7.4 at 4°C for 16 hours. They were then embedded with optimal cutting temperature (OCT) medium in tetra-fluoro-ethane (TFE), liquefied in liquid nitrogen. Sections (6 µm) of these tissues were washed with 1XPBS (5 minutes, twice), blocked in 0.5% goat serum in PBS (1 hour) and incubated for 16 hours at 4°C with a mixture of Nkx2-1 antibodies [(ab76013, Abcam, 1∶500) or (07-601, Upstate-Millipore, 1∶500)] and mouse anti-human Ki67 antibody (550609, BD Biosciences, 1∶250). They were washed with PBS (5 minutes, twice), incubated with M.O.M.™ Biotinylated Anti-Mouse IgG Reagent (FMK-2201, Vector Laboratories, 1∶200) for 30 minutes, washed with PBS (5 minutes, twice), and exposed to a mixture of Alexafluor 488 goat anti rabbit IgG (H+L) (A11008, Invitrogen, 1∶200) and Streptavidin conjugated Cy3 at (43-4315, Invitrogen, 1∶2000) for another 30 minutes. After washing in PBS (5 minutes, twice), the sections were air dried and cover slipped with Prolong Gold (P36935, Invitrogen). Images were taken using the LSM 510 Axiovert 200 M.

## Supporting Information

Figure S1 **Genome-wide patterns of Nkx2-1 binding.** Location of Nkx2-1 binding in all mouse chromosomes in E11.5 (red) and E19.5 (green) lungs. X axis (chromosomal location), y axis (binding signal intensity).
(TIF)

Figure S2 **Nkx2-1 binding patterns to selected target genes in lung development.** Binding profiles of Nkx2-1 to newly identified target genes (left panel). Chromatin immunoprecipitation-qPCR validation of Nkx2-1 binding to target genes (right panel). IP DNA from E11.5 and E19.5 lungs, input and IgG immunoprecipitated control were used in qPCR analyses. Oligonucleotides in the promoter region were used to analyze binding of Nkx2-1, (n = 3). Data are expressed relative to the input.
(TIF)

Figure S3 **Relative expression of selected Nkx2-1 target genes in E12 and E18 developing mouse lung extracted from the expression microarray dataset GEO series GSE 10889 (27).**
(TIF)

Figure S4 **Nkx2-1 levels in human lung tumors significantly correlate with expression of developmental Nkx2-1 target genes.** Additional heatmaps of human lung tumor genes identified in GSE 12667 dataset showing gene expression levels of the human homologues of Nkx2-1 target genes identified in mouse lung development at E11.5 (upper panel) and E19.5 (lower panel); genes are organized in the same order as in Figure 4, according to the Pearson correlation value (y axis) to NKX2-1 expression (x axis).
(TIF)

Figure S5 **Comparison of three commercial Nkx2-1 antibodies.** Western blot experiments were performed using MLE15 lung epithelial cell protein extracts. Nkx2-1 rabbit polyclonal antibody (EMD-Millipore-Upstate), rabbit monoclonal antibody (Abcam) and mouse monoclonal antibody (LabVision, Fisher Scientific) detect a strong band between 40–45 kD (upper black arrow). Bands of lower intensity are detected around 40 kD with the rabbit polyclonal and the mouse monoclonal antibodies (lower black arrow). Other bands of minor intensity are detected (*) but their identity is unknown. The mouse IgG light chain is detected using the mouse monoclonal antibody (**).
(TIF)

Table S1 (a). 

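The table gives for each stage the array feature of highest signal of each target gene, with its position, a log ratio and a p-value. Its values equal the mean over a stage's arrays of the log10 ratio that the scanner software reports, with a largest deviation of 9.5e-10 at E11.5 and 8.3e-10 at E19.5, so they are on the log10 scale. The first part holds 1364 features of 1361 genes and the second 1356 features of 1351 genes, with lowest values of 0.858 and 0.746 on that scale. In log2 ratios centred per array, the features of the first part had a median of 3.20 and those of the second one of 2.74. Of the features listed for E11.5, 514 (37.7%) were bound at E11.5 by the criteria used here and 849 (62.2%) were higher at E11.5 than at E19.5. Of those listed for E19.5, 1030 (76.0%) were bound at E19.5 and 1054 (77.7%) were higher at E19.5. At the other stage, 191 of the features listed for E11.5 and 87 of those listed for E19.5 were bound.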

Target genes at E11.5 (log(2) >0.75, p≤0.001). (b) Target genes at E19.5 (log(2) >0.75, p≤0.001).
(DOC)

Table S2 Nkx2-1 target genes expressed in lung development and correlated to NKX2-1 levels in human lung tumor datasets.
(DOC)

Table S3 Genes bound and regulated by Nkx2-1 in human fetal lung epithelial cells.
(DOC)

Table S4 (a) E11.5 overrepresented biological processes identified by EASE analysis p<0.05. (b) E19.5 overrepresented biological processes identified by EASE analysis (p<0.05).
(DOC)

Table S5 Overrepresented canonical pathways identified by Ingenuity Pathway Analysis Software.
(DOC)

Table S6 Nkx2-1 target genes genes included in Cancer pathways identified by IPA.
(DOC)

Table S7 PCR and qPCR Oligonucleotide sequences.
(DOC)

# Supplementary material for: Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors
**Source:** PLoS One. 2012 Jan 5;7(1):e29907. doi: 10.1371/journal.pone.0029907
**Supplement:** Table S1 — (a). Target genes at E11.5 (log(2) >0.75, p≤0.001). (b) Target genes at E19.5 (log(2) >0.75, p≤0.001).

# Supplementary material for: Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors
**Source:** PLoS One. 2012 Jan 5;7(1):e29907. doi: 10.1371/journal.pone.0029907
**Supplement:** Table S3 — Genes bound and regulated by Nkx2-1 in human fetal lung epithelial cells.

| *Table S3. Genes bound and regulated by Nkx2-1 in human fetal lung epithelial cells* | | |
| --- | --- | --- |
| **E11.5** | **E19.5** | **Both** |
| Abca3 | Abca8a | Abcc4 |
| Abca8b | Abcc6 | Aldh3b1 |
| Abcb4 | Edn3 | Aqp4 |
| Cacna2d2 | Fbln5 | Atp1b1 |
| Fgfr2 | Flot1 | Calca |
| Mlph | Gas1 | Cit |
| Pecam1 | Il18r1 | Cldn18 |
|  | Ltbr | Clic5 |
|  | Papss2 | Cyb5 |
|  | Pdk4 | Gpx3 |
|  | Pgc | Gusb |
|  | Sftpc | Hif3a |
|  | Slc1a1 | Igf2 |
|  | Tm7sf2 | Il1rl1 |
|  | Wfdc2 | Impa2 |
|  |  | Lpl |
|  |  | Ncor2 |
|  |  | Nr4a2 |
|  |  | Ptp4a1 |
|  |  | Rapgef5 |
|  |  | Sftpa1 |
|  |  | Sftpb |
|  |  | Sh3bp5 |
|  |  | Slc1a1 |
|  |  | Slc39a8 |
|  |  | Socs3 |
|  |  | Titf1 |
|  |  | Tmprss2 |
|  |  | Tst |
|  |  | Wif1 |

# Supplementary material for: Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors
**Source:** PLoS One. 2012 Jan 5;7(1):e29907. doi: 10.1371/journal.pone.0029907
**Supplement:** Table S4 — (a) E11.5 overrepresented biological processes identified by EASE analysis p<0.05. (b) E19.5 overrepresented biological processes identified by EASE analysis (p<0.05).

| *Table S4a. E11.5 overrepresented biological processes identified by EASE analysis p<0.05* | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Term* | *Count* | *%* | *PValue* | *List Total* | *Pop Hits* | *Pop Total* | *Fold Enrichment* |  |
| GO:0007154~cell communication | 335 | 26.25% | 4.01E-04 | 1006 | 4270 | 14977 | 1.168002524 |  |
| GO:0007165~signal transduction | 314 | 24.61% | 8.11E-04 | 1006 | 4012 | 14977 | 1.165186845 |  |
| **GO:0008284~positive regulation of cell proliferation** | 25 | 1.96% | 0.0037735 | 1006 | 199 | 14977 | 1.870310799 |  |
| GO:0006464~protein modification process | 137 | 10.74% | 0.0053806 | 1006 | 1648 | 14977 | 1.237628235 |  |
| GO:0006464~protein modification process | 137 | 10.74% | 0.0053806 | 1006 | 1648 | 14977 | 1.237628235 |  |
| **GO:0007265~Ras protein signal transduction** | 24 | 1.88% | 0.0055631 | 1006 | 194 | 14977 | 1.841774098 |  |
| **GO:0042127~regulation of cell proliferation** | 39 | 3.06% | 0.006971 | 1006 | 374 | 14977 | 1.552457979 |  |
| GO:0043524~negative regulation of neuron apoptosis | 7 | 0.55% | 0.0094547 | 1006 | 28 | 14977 | 3.721918489 |  |
| GO:0043412~biopolymer modification | 140 | 10.97% | 0.0096747 | 1006 | 1717 | 14977 | 1.213904691 |  |
| GO:0043412~biopolymer modification | 140 | 10.97% | 0.0096747 | 1006 | 1717 | 14977 | 1.213904691 |  |
| GO:0051246~regulation of protein metabolic process | 31 | 2.43% | 0.010002 | 1006 | 286 | 14977 | 1.613698925 |  |
| GO:0043687~post-translational protein modification | 119 | 9.33% | 0.0107721 | 1006 | 1435 | 14977 | 1.234587596 |  |
| GO:0043687~post-translational protein modification | 119 | 9.33% | 0.0107721 | 1006 | 1435 | 14977 | 1.234587596 |  |
| GO:0042129~regulation of T cell proliferation | 9 | 0.71% | 0.0121182 | 1006 | 47 | 14977 | 2.850831183 |  |
| GO:0006468~protein amino acid phosphorylation | 60 | 4.70% | 0.0143286 | 1006 | 660 | 14977 | 1.353424905 |  |
| GO:0006796~phosphate metabolic process | 79 | 6.19% | 0.0153481 | 1006 | 912 | 14977 | 1.289612108 |  |
| GO:0006793~phosphorus metabolic process | 79 | 6.19% | 0.0153481 | 1006 | 912 | 14977 | 1.289612108 |  |
| GO:0016126~sterol biosynthetic process | 7 | 0.55% | 0.0155745 | 1006 | 31 | 14977 | 3.361732829 |  |
| GO:0042327~positive regulation of phosphorylation | 7 | 0.55% | 0.0181104 | 1006 | 32 | 14977 | 3.256678678 |  |
| GO:0007229~integrin-mediated signaling pathway | 13 | 1.02% | 0.0182769 | 1006 | 91 | 14977 | 2.126810565 |  |
| GO:0006695~cholesterol biosynthetic process | 6 | 0.47% | 0.0196416 | 1006 | 24 | 14977 | 3.721918489 |  |
| GO:0045937~positive regulation of phosphate metabolic process | 7 | 0.55% | 0.0209151 | 1006 | 33 | 14977 | 3.157991445 |  |
| GO:0016310~phosphorylation | 67 | 5.25% | 0.0211782 | 1006 | 766 | 14977 | 1.302185581 |  |
| GO:0018346~protein amino acid prenylation | 4 | 0.31% | 0.0253143 | 1006 | 10 | 14977 | 5.955069583 |  |
| GO:0043523~regulation of neuron apoptosis | 8 | 0.63% | 0.0260209 | 1006 | 44 | 14977 | 2.70684981 |  |
| GO:0043066~negative regulation of apoptosis | 21 | 1.65% | 0.0288571 | 1006 | 189 | 14977 | 1.654185995 |  |
| GO:0018193~peptidyl-amino acid modification | 15 | 1.18% | 0.0320191 | 1006 | 121 | 14977 | 1.845579416 |  |
| GO:0043069~negative regulation of programmed cell death | 21 | 1.65% | 0.0333524 | 1006 | 192 | 14977 | 1.628339339 |  |
| GO:0042094~interleukin-2 biosynthetic process | 5 | 0.39% | 0.0347616 | 1006 | 19 | 14977 | 3.917808936 |  |
| GO:0042094~interleukin-2 biosynthetic process | 5 | 0.39% | 0.0347616 | 1006 | 19 | 14977 | 3.917808936 |  |
| GO:0050731~positive regulation of peptidyl-tyrosine phosphorylation | 6 | 0.47% | 0.0364395 | 1006 | 28 | 14977 | 3.190215848 |  |
| GO:0009966~regulation of signal transduction | 41 | 3.21% | 0.0403923 | 1006 | 449 | 14977 | 1.359453524 |  |
| GO:0032623~interleukin-2 production | 5 | 0.39% | 0.0412153 | 1006 | 20 | 14977 | 3.721918489 |  |
| GO:0042168~heme metabolic process | 5 | 0.39% | 0.0412153 | 1006 | 20 | 14977 | 3.721918489 |  |
| GO:0032623~interleukin-2 production | 5 | 0.39% | 0.0412153 | 1006 | 20 | 14977 | 3.721918489 |  |
| GO:0042403~thyroid hormone metabolic process | 4 | 0.31% | 0.0419878 | 1006 | 12 | 14977 | 4.962557985 |  |
| GO:0050670~regulation of lymphocyte proliferation | 9 | 0.71% | 0.0461614 | 1006 | 60 | 14977 | 2.233151093 |  |
| GO:0032944~regulation of mononuclear cell proliferation | 9 | 0.71% | 0.0461614 | 1006 | 60 | 14977 | 2.233151093 |  |
| GO:0044260~cellular macromolecule metabolic process | 235 | 18.42% | 0.0464833 | 1006 | 3165 | 14977 | 1.105403911 |  |
| GO:0050769~positive regulation of neurogenesis | 5 | 0.39% | 0.0482999 | 1006 | 21 | 14977 | 3.544684275 |  |

| *Table S4b. E19.5 overrepresented biological processes identified by EASE analysis (p<0.05)* | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| *Term* | *Count* | *%* | *PValue* | *List Total* | *Pop Hits* | *Pop Total* | *Fold Enrichment* |
| **GO:0006811~ion transport** | 81 | 6.40% | 9.77E-05 | 1005 | 784 | 14977 | 1.5396703 |
| GO:0006812~cation transport | 58 | 4.58% | 4.23E-04 | 1005 | 540 | 14977 | 1.6006376 |
| GO:0030001~metal ion transport | 49 | 3.87% | 5.19E-04 | 1005 | 438 | 14977 | 1.6671733 |
| GO:0006817~phosphate transport | 15 | 1.18% | 0.0010232 | 1005 | 82 | 14977 | 2.7260648 |
| GO:0015698~inorganic anion transport | 23 | 1.82% | 0.0011083 | 1005 | 161 | 14977 | 2.1289268 |
| GO:0051239~regulation of multicellular organismal process | 36 | 2.84% | 0.0016127 | 1005 | 309 | 14977 | 1.7362121 |
| GO:0006937~regulation of muscle contraction | 9 | 0.71% | 0.0022229 | 1005 | 36 | 14977 | 3.7256219 |
| GO:0006820~anion transport | 24 | 1.90% | 0.0045445 | 1005 | 191 | 14977 | 1.8725639 |
| GO:0009611~response to wounding | 35 | 2.76% | 0.0046692 | 1005 | 318 | 14977 | 1.6402109 |
| GO:0006954~inflammatory response | 27 | 2.13% | 0.0052242 | 1005 | 227 | 14977 | 1.7725426 |
| GO:0051240~positive regulation of multicellular organismal process | 18 | 1.42% | 0.0070733 | 1005 | 132 | 14977 | 2.0321574 |
| GO:0015672~monovalent inorganic cation transport | 36 | 2.84% | 0.007526 | 1005 | 340 | 14977 | 1.5779104 |
| GO:0009593~detection of chemical stimulus | 7 | 0.55% | 0.0078285 | 1005 | 27 | 14977 | 3.8636079 |
| GO:0007270~nerve-nerve synaptic transmission | 7 | 0.55% | 0.0078285 | 1005 | 27 | 14977 | 3.8636079 |
| GO:0051606~detection of stimulus | 13 | 1.03% | 0.0130081 | 1005 | 87 | 14977 | 2.2268085 |
| GO:0019752~carboxylic acid metabolic process | 48 | 3.79% | 0.0142429 | 1005 | 506 | 14977 | 1.4136747 |
| GO:0006082~organic acid metabolic process | 48 | 3.79% | 0.0149145 | 1005 | 507 | 14977 | 1.4108864 |
| GO:0050906~detection of stimulus during sensory perception | 10 | 0.79% | 0.0196686 | 1005 | 61 | 14977 | 2.4430307 |
| GO:0006813~potassium ion transport | 20 | 1.58% | 0.0206515 | 1005 | 171 | 14977 | 1.742981 |
| GO:0009605~response to external stimulus | 46 | 3.63% | 0.0233973 | 1005 | 496 | 14977 | 1.3820855 |
| GO:0006814~sodium ion transport | 16 | 1.26% | 0.0243042 | 1005 | 128 | 14977 | 1.8628109 |
| GO:0022409~positive regulation of cell-cell adhesion | 3 | 0.24% | 0.024595 | 1005 | 4 | 14977 | 11.176866 |
| GO:0006629~lipid metabolic process | 58 | 4.58% | 0.0258506 | 1005 | 656 | 14977 | 1.317598 |
| GO:0006940~regulation of smooth muscle contraction | 5 | 0.39% | 0.0288439 | 1005 | 18 | 14977 | 4.1395799 |
| GO:0001580~detection of chemical stimulus during sensory perception of bitter taste | 5 | 0.39% | 0.0288439 | 1005 | 18 | 14977 | 4.1395799 |
| GO:0050912~detection of chemical stimulus during sensory perception of taste | 5 | 0.39% | 0.0288439 | 1005 | 18 | 14977 | 4.1395799 |
| GO:0048593~camera-type eye morphogenesis | 5 | 0.39% | 0.0288439 | 1005 | 18 | 14977 | 4.1395799 |
| GO:0007613~memory | 5 | 0.39% | 0.0288439 | 1005 | 18 | 14977 | 4.1395799 |
| GO:0050907~detection of chemical stimulus during sensory perception | 5 | 0.39% | 0.0410869 | 1005 | 20 | 14977 | 3.7256219 |
| GO:0050913~sensory perception of bitter taste | 5 | 0.39% | 0.0410869 | 1005 | 20 | 14977 | 3.7256219 |
| GO:0003012~muscle system process | 12 | 0.95% | 0.0433956 | 1005 | 92 | 14977 | 1.9438027 |
| GO:0006936~muscle contraction | 12 | 0.95% | 0.0433956 | 1005 | 92 | 14977 | 1.9438027 |
| GO:0003018~vascular process in circulatory system | 7 | 0.55% | 0.0437604 | 1005 | 39 | 14977 | 2.6748055 |
| GO:0050880~regulation of blood vessel size | 7 | 0.55% | 0.0437604 | 1005 | 39 | 14977 | 2.6748055 |
| GO:0035150~regulation of tube size | 7 | 0.55% | 0.0437604 | 1005 | 39 | 14977 | 2.6748055 |
| GO:0002526~acute inflammatory response | 11 | 0.87% | 0.046941 | 1005 | 82 | 14977 | 1.9991142 |
| GO:0002526~acute inflammatory response | 11 | 0.87% | 0.046941 | 1005 | 82 | 14977 | 1.9991142 |
| GO:0006950~response to stress | 67 | 5.29% | 0.0963137 | 1005 | 839 | 14977 | 1.1900675 |

# Supplementary material for: Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors
**Source:** PLoS One. 2012 Jan 5;7(1):e29907. doi: 10.1371/journal.pone.0029907
**Supplement:** Table S6 — Nkx2-1 target genes genes included in Cancer pathways identified by IPA.

| *Table S6. Nkx2-1 target genes genes included in Cancer pathways identified by IPA* | | | |
| --- | --- | --- | --- |
|
| ***Pathway: Mechanisms of Cancer*** | | ***Pathway: HGF Signalling*** | |
| ***E11.5*** | ***E19.5*** | ***E11.5*** | ***E19.5*** |
| ADCY5 | ADCY7 | HRAS | IL6 |
| ADCY8 | ADCY8 | MAP2K7 | MAP3K2 |
| ARHGEF11 | ARHGEF11 | MAP3K11 | MAP3K8 |
| BCL2 | ATM | MAP3K13 | MET |
| BIRC3 | BMP7 | MAP3K7 | PIK3C2G |
| BMP3 | CASP3 | MAP3K9 | PIK3R5 |
| CDKN2C | CDC25A | MAPK10 | PLCG2 |
| E2F3 | CTNNA2 | PIK3CA | PRKCH |
| GAB2 | DAXX | PIK3R1 | PRKCZ |
| GNAS | GNA11 | PRKCH | RAC1 |
| HRAS | GNAL | PRKCQ | RAPGEF1 |
| JAK2 | IRS1 | PXN |  |
| MAP3K7 | JAK2 |  |  |
| MAPK10 | MAX |  |  |
| MDM2 | NCSTN |  |  |
| MYC | NFKBIA |  |  |
| NFKB2 | PIAS2 |  |  |
| NLK | PIK3C2G |  |  |
| NOTCH1 | PIK3R5 |  |  |
| PIK3CA | PRKAR2A |  |  |
| PIK3R1 | PRKCH |  |  |
| PRKCH | PRKCZ |  |  |
| PRKCQ | PSEN2 |  |  |
| RABIF | PTCH2 |  |  |
| RAP2B | RAC1 |  |  |
| RASGRF2 | RAPGEF1 |  |  |
| RBL1 | RASGRF1 |  |  |
| RHOB | RB1 |  |  |
| RHOC | RHOJ |  |  |
| RHOV | RHOV |  |  |
| SRC |  |  |  |
| STK36 |  |  |  |

# Supplementary material for: Genome-Wide Analyses of Nkx2-1 Binding to Transcriptional Target Genes Uncover Novel Regulatory Patterns Conserved in Lung Development and Tumors
**Source:** PLoS One. 2012 Jan 5;7(1):e29907. doi: 10.1371/journal.pone.0029907
**Supplement:** Table S7 — PCR and qPCR Oligonucleotide sequences.

| *Table S7. PCR and qPCR Oligonucleotide sequences* | | |
| --- | --- | --- |
| ***Name*** | ***Left Primer*** | ***Right Primer*** |
| Ccnb1_Promoter | TTCCCAGCTCTGAGGACCTA | TGGCAAGACCATTGTGAGAA |
| Ccnb1_Exon1 | TTAAACCTAAGCCCGGCAG | TCCATAAGGTGGGTCCTCAG |
| Ccnb2_Promoter | CAGCAGACACTGCCCATCTA | ACTTGTGCGCTAGCCTGATA |
| Ccnb2_Exon1 | GGTGTCGCAGACCGGAG | CGCTTTAGCTCTGCCAGG |
| E2F3_Promoter | TTGGGAAAAATTTCAGGACTGT | CCAAGAGCAGTCAGAGGAAGA |
| E2F3_Exon1 | AGAGACTTGGAAACTCCGGC | AGGGACAGCAACGAGGC |
| Pols_Promoter | TGGTGTTCATCCCATGTTCA | GCCTACTGCTCTGTCCCTGT |
| Pols_Exon2 | ATCACTCCAGTCCCAGAAGC | CTCAAACTTCCAGCCTTTGC |
| Pik3ca_Promoter | TTGGAAAGACCGTTTTCAGG | CAACAAGCGACTTGTCCTCA |
| Pik3ca_Exon1 | TTTGTTCAGGGCACTGTTTG | GGAGGCATCATAGTTATTTGCAG |
| Hdac8_Promoter | AGGTACTGAGGGGCAGGATT | AGGCCTTTGTTCCCTACGTT |
| Hdac8_Exon1 | GGCTGAGTCTGAAAACTGTTGG | TACTCCCTTTCACACCCTCC |
| Slit1_Promoter | TGGGGATAAGGCCATGTTAG | CTGGGGTGATTGACCAAAAT |
| Slit1_Exon1 | GGACGGGGATGGTCAGC | GTCAGGGTGGGAGAGCAAC |
| Slit3_Promoter | GATTTGGGTCCCTTCCCTAA | TCCATGGGAAAGAGATGAGG |
| Slit3_Exon1 | CTCGGGCTCCTCGTGTC | CCTGAGGGCGACTCTGTAGG |
| Neurod6_Promoter | ACGCTTGAGGAGTGCTTTGT | ATCAGGAGCTTGGGGATTTT |
| Neurod6_Exon2_1 | TGATTGTTGGTCTGTGAAAACTC | GGTCTCTTGCCAATCCTCAG |
| Lhx6_Promoter | AAGTCTTCCCTCCACCCCTA | TCTCGGGTAATTTCCCTCCT |
| Lhx6_Exon1 | CCACTCTGCGCCTCTCTTC | GTTGAATCCCGGCTCCC |
| Olig3_Promoter | AAGAAGGAAACCCCTGTGCT | CTAAGAGGCTGGCCTGAAGA |
| Olig3_Exon1_1 | CAAGATTCTCTTTAATTTCCTGCC | CCCCGTAGATCTCTCCAACC |
| Met_Promoter | TTGCTTGGTGACTTTTGGTG | CGGGGTTGGGTATTGTTATG |
| Met_Exon3_1 | TTCTAATGACGACTAAAGGGCTC | TCAGCAGAATTGTCAGGAGG |
| Nkx2.1_Promoter | GCACACTCTTTTGGTGGTGA | GCAACCAACTTGGGGAGTTA |
|  |  |  |
| ***Taqman probes*** | ***Assay ID*** |  |
| Nkx2.1 | Mm00447558_m1 |  |
| E2f3 | Mm01138833_m1 |  |
| CyclinB1 | Mm00838401_g1 |  |
| CyclinB2 | Mm01171453_m1 |  |
| Pik3ca | Mm004335673_m1 |  |
| Met | Mm01156972_m1 |  |
| Gapdh | Mm99999915_g1 |  |

How the deposited data were processed for this re-analysis (not part of the article)

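The data are 10 two-color Agilent promoter arrays that hold 5 immunoprecipitations of Nkx2-1 from whole mouse lung, 2 at E11.5 and 3 at E19.5, each on a set of 2 arrays of different features. The immunoprecipitated DNA was in the red channel (Cy5) and the input DNA in the green (Cy3). The signal intensities were deposited by the authors as the output of Agilent Feature Extraction 9.5.3.1, which subtracts the background, corrects spatial and multiplicative trends, normalizes the dyes with a linear factor and replaces low signals by surrogates. The log10 values deposited by the authors are that program's ratios of red to green processed signal, without centring on the median. Each p-value deposited with them comes from that program's error model for a log ratio of 0 on a single array. The authors also deposited a joined table of log2 ratios that were background-subtracted and median-normalized in limma, and its columns correlate with r = 0.902 to 0.947 with the ratios computed here, at slopes of 0.569 to 0.675. Which settings make up that difference in scale was not identified, so the table was not used further.

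From the processed signals, log2(IP/input) was computed for each spot and centred on the array's median. Control spots and the 45 to 1522 spots per array that the program marked as outliers were left out. The 2 arrays of an immunoprecipitation were stacked to 1 column of 474380 features. A linear model with a mean for each stage was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without trend or intercept), and tables were handled with data.table 1.17.8. The prior had 2.25 degrees of freedom and a variance of 0.0541, and 3 residual degrees of freedom came from the samples. Each stage's mean was tested against 0 and the stages against each other, with Benjamini-Hochberg adjustment over all features. Features were called bound at an adjusted p of 0.001 and a positive mean, genes at a log2 ratio of at least 0.75 as well, and stages were called different at an adjusted p of 0.05. All p-values of single features in the text come from limma. Genes are those the arrays' annotation names for a feature, and current symbols were taken from RefSeq annotation for names alone.

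Lists of genes were tested among bound genes by Fisher's exact test, two-sided, against all 16908 genes, without correction for the number of features per gene. They were tested between stages with limma's camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. Each gene entered these tests with the feature of highest mean over both stages. The 13 lists fixed before the data were examined are cell cycle, growth factor and receptor signaling, alveolar and airway epithelium, lung mesenchyme and smooth muscle, endothelium and blood, thyroid, brain, housekeeping, ion channels and transporters, odorant receptors, vomeronasal and taste receptors, keratins, and homeobox genes. The study's own lists are those of Table 1, Table 2, Table S3, Table S6 and Figure 2. Genes named in the text are those the paper names, the 10 highest bound genes of each stage, the 10 features of largest difference in each direction, and up to 4 members of each list with the highest mean.

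The steps were tested on simulated data of 60000 features. Each feature had 1 spread for both stages, drawn by the prior of the fit, with independent normal errors and unbound features at 0. The arrays differ from this, since replicates agree less at E11.5 than at E19.5 and neighbouring features correlate. The rates below thus check the steps and do not measure false calls in the data. Of features set to a log2 ratio of 2, 50.7% were called bound at E11.5 and 68.0% at E19.5, and 49.5% of differences of 2 were called. At a log2 ratio of 1, 0.3% and 1.95% were called bound and 2% of differences. Of the calls on the simulated data, 0.0708% were false at E11.5, 0% at E19.5 and 5.9% for the difference.

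The alternatives tried were plain background subtraction of the mean signals, normexp with an offset of 50, ratios without centring, a filter on dim input, outlier spots kept, averaging each feature with its 2 closest neighbours within 1000 bp, separate fits per stage, other p thresholds, the program's own log10 ratios and p-values, other ways to give a gene its value, each replicate left out, and replicate number as a block. Where E11.5 keeps a single replicate, it is assumed to vary like the E19.5 replicates. The ChIP-PCR, knockdown and tumor experiments have no arrays here and were left out. Supplementary Table S2 was available in part and was not tested.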

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

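The tests in this part were set before any result was seen. Between E11.5 and E19.5, 140310 of 474380 features passed the test of the difference itself (limma, adjusted p at most 0.05), which the paper does not report. Of these, 16388 (11.7%) had immunoprecipitate signal that was not well above background on any array of the lower stage, so their differences depend on how low signals are handled.

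The 10 largest differences toward E11.5, with every replicate of E11.5 above every replicate of E19.5, were those of Arfgap3, an ARF GTPase-activating protein of the Golgi (8.79 on the log2 scale), Olfr1510, an odorant receptor (7.98), Fech, the last enzyme of heme synthesis (7.86), Ube2c (7.69), Erp29, a chaperone of the endoplasmic reticulum (7.63), Yap1, the effector of Hippo signaling (7.60), Sytl2, a vesicle transport protein (7.60), Baz2a, a chromatin remodeler (at least 7.59), Pnma3 (7.54) and Hoxa13 (7.42). The 10 largest toward E19.5 were those of Dkk2, a Wnt pathway regulator (-8.44), Gm237 (at least -8.15 in size), Arhgef3 (-7.95), Pan3, of the poly(A) nuclease (-7.88), Gtf2f2, a general transcription factor (-7.88), Zfp513 (-7.86), Rtl1, a gene derived from a retrotransposon (-7.84), Fbxo28 (-7.67), Krtcap2 (-7.65) and Zfp553 (-7.59). Of these 20, 2 had immunoprecipitate signal that was not well above background on any array of the lower stage. For Arfgap3, Sytl2, Yap1, Hoxa13, Gtf2f2, Rtl1 and Zfp553 it was a surrogate on some arrays of that stage, so their sizes rest in part on surrogates.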

How the results depend on the processing

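All alternatives in this part were set before the results were seen. The number of bound features and of genes depended on the background correction, the threshold and the replicates, and the cause was not tested. With plain background subtraction, 2359 features were bound at E11.5, 12856 at E19.5 and 1440 at both, in 2175 genes at E11.5 and 1759 at both, and 91482 features differed, 34759 of them higher at E11.5. The cell cycle odds ratio at E11.5 was then 1.11 (exact p = 0.690) and that of ion channels and transporters at E19.5 was 1.18 (exact p = 0.0454). With normexp, limma called 0 features and 0 genes bound at E11.5, at E19.5 and at both (30154 and 83575 features at an unadjusted p under 0.05), 869 features differed, 113 toward E11.5 and 756 toward E19.5, and the cell cycle shift was -0.022. Without centring, which moves the median of all features to 0.28 at E11.5 and 0.08 at E19.5, 9936 features were bound at E11.5, and the odds ratios were 1.19 and 0.978 for the cell cycle and 0.9798 for ion channels and transporters at E19.5. With the dim input filter they were 1.07 for the cell cycle and 0.983 for ion channels and transporters at E11.5, with a cell cycle shift of -0.014, and with outlier spots kept that shift was -0.0028. With neighbours averaged, 1901 features were bound at both stages, in 2862 genes at E11.5, 5910 at E19.5 and 1742 at both, the odds ratios at E11.5 were 1.08 for the cell cycle and 0.971 for ion channels and transporters, and the shifts were -0.055 and -0.0060. With separate fits per stage, limma called 0 features bound at E11.5 and at both stages (14060 at E11.5 at an adjusted p of 0.05 and 63368 at an unadjusted p under 0.05), 0 genes at E11.5 and at both, and 81420 features at E19.5, the cell cycle odds ratio at E19.5 was 0.895, and 70479 features differed, 26468 toward E11.5 and 44011 toward E19.5. At an unadjusted p of 0.001, 28874, 61888 and 17124 features were bound, in 12737 genes at E11.5 and 12292 at both, 212716 features differed at an unadjusted p of 0.05, 87876 of them toward E11.5, and the odds ratios were 1.07 for the cell cycle at E11.5 and 1.40 for ion channels and transporters at E19.5 (exact p = 0.0452). At an adjusted p of 0.05, 107118, 140159 and 66202 features were bound, in 15599 genes at E11.5 and 15254 at both, with cell cycle odds ratios of 1.26 and 0.868, while limma called 0 differences in either direction at an adjusted p of 0.001. With the Agilent log10 ratios and p-values, 32651, 44035 and 15954 features were bound, in 2617, 1578 and 363 genes (with the minimum of 0.75 on the log10 scale), with odds ratios of 1.07 for the cell cycle at E11.5 and 1.30 for ion channels and transporters at E19.5 (exact p = 0.0416).

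Leaving out 1 replicate at a time gave 0 to 27001 features bound at E11.5, 0 to 81420 at E19.5 and 0 to 11747 at both, in 0 to 12320, 0 to 16075 and 0 to 12007 genes. The counts of 0 by limma came without any of the E19.5 replicates, where 91673 to 95317 features were bound at E19.5 at an adjusted p of 0.05 and 121385 to 123769 at an unadjusted p under 0.05, and 71282 to 72593 and 110916 to 112612 at E11.5. The prior and residual degrees of freedom were then 2.07 to 2.14 and 2, against 3.74 and 2 without either E11.5 replicate. Features that differed ranged from 48423 to 223432, those higher at E11.5 from 16376 to 102976 and those higher at E19.5 from 32047 to 120456. The cell cycle odds ratio ran from 0.685 (exact p = 0.0457) to 1.06 at E11.5 and was 0.895 at E19.5 without either E11.5 replicate, that of ion channels and transporters at E11.5 ran from 1.15 to 1.57 (exact p = 6.43e-06), and the shifts ran from -0.29 to 0.027 for the cell cycle and from -0.0059 to 0.20 for ion channels and transporters. With replicate number as a block, limma called 0 features different in either direction (126786 at an unadjusted p under 0.05). The numbers do not pair the samples, since the deviations of equal numbers correlated at r = -0.0489 and -0.00812. Taking each gene's highest feature per immunoprecipitation gave a cell cycle shift of -0.20, and the mean over features gave -0.056 for ion channels and transporters.

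Of the values of named genes, 1401 alternatives left the call and direction as they were, 476 ended the call, 46 brought a call and 10 turned the direction. With neighbours averaged, the E11.5 features of Nkx2-1 and Ccnb2 lay at -0.13 and -0.093, and the Ccnb2 difference at -1.45. With normexp the differences of Nkx2-1 and Olig3 were -0.68 and -0.54, and with plain subtraction that of Olig3 was -0.034. With 1 replicate left out, the difference of Olig3 at its E19.5 feature ran from -0.0022 to 0.36, Sox17 at E11.5 from -0.16 to 4.22, the E11.5 feature of E2f3 at E19.5 from -0.34 to 0.023, and the difference of Arl4c from -0.028 to 0.60. Leaving out either E11.5 replicate keeps 1 sample at that stage, so whether the named differences hold without it could not be tested.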

Differences from the paper's values

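The values below use the paper's stated thresholds, an adjusted p of 0.001 for features and in addition a log2 ratio of 0.75 for genes. Bound features at E19.5 number 9000 in the paper and 20079 here; of the alternatives set before the data were examined, plain background subtraction gave 12856, within 1.5 times the paper's count, and the others did not come within it. Features unique to E19.5 number 3934 in the paper and 16413 here, and none of the alternatives came within that range. The share of features unique to E11.5 is 25% in the paper and 12.2% here, with 20.2% when neighbours are averaged, 27.5% with the Agilent ratios, 22.6% at an adjusted p of 0.05 and 17.2% without E11.5 replicate 1 within that range. The share unique to E19.5 is 32% in the paper and 71.8% here, with 46.2% from the Agilent ratios and 40.8% at an adjusted p of 0.05 within it, and the share of common features is 43% in the paper and 16.0% here, with 36.6% at an adjusted p of 0.05 within it. The remaining alternatives were outside it for each of these shares.

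Bound genes number 1362 at E11.5 in the paper and 5103 here, with no alternative within 1.5 times. At E19.5 they number 1358 in the paper and 10946 here, and the Agilent ratios alone came within that range with 1578. In that setting the minimum of 0.75 is taken on the log10 scale, on which the values of Table S1 lie, and the p is that of the scanner software; the change of log base was not tested apart from the change of p. The same setting gave 2617 genes at E11.5. Among the 1300 highest genes of each stage, 85 (6.5%) are common in the paper and 140 (10.8%) here, with 116 (8.92%) without E11.5 replicate 1 and 126 (9.69%) without E19.5 replicate 3 within 1.5 times, and the others outside it. By name, the 2 gene lists of Table S1 share 200 genes.

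The values of Table 2 match the mean log10 ratio of the arrays, the scale used here for these genes. Tff1 is 1.536 in the paper and 0.57 here, from 1 replicate after outlier spots were left out, and it is 1.46 with outlier spots kept and 1.54 with the Agilent ratios, the settings that came within the error. For Anln the paper gives 1.330 and the value here is 1.26, for Rhob 1.311 and 1.23, for Bcl2 0.915 and 0.843, and for Pawr 0.894 and 0.814. For these 4 genes the ratios without centring and the Agilent ratios gave the paper's values (1.33, 1.31, 0.915 and 0.894), Bcl2 also came within the error without E11.5 replicate 1 (0.883) and Pawr without E11.5 replicate 2 (0.856), and the other alternatives did not.

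The paper states that Nkx2-1 bound the promoters of Sftpa and Scgb1a1. Here the highest feature of Scgb1a1 lay at 1.73 at E11.5 (limma, adjusted p = 0.339) and 2.66 at E19.5 (adjusted p = 0.0993) and passed under none of the alternatives, while 1 other feature of its promoter was bound at E19.5. The highest features of Sftpa1 lay at 2.90 at both stages (adjusted p = 0.0236 and 0.00503). They passed at an adjusted p of 0.05 and at E19.5 also with the Agilent p-values, and 1 other feature was bound at each stage. The paper describes more binding on the Sftpa promoter at E19.5. Here, of all 40 features of Sftpa1, those inside the gene included, 5 were higher at E11.5 and 5 at E19.5. At the highest E19.5 feature, which lies in the promoter, the difference was -1.52 (adjusted p = 0.185). It also lists the genes of Table 2 as bound, without naming the stage, and the values match those of E11.5. At E11.5, 15 of their 35 features passed here, with all 35 above 0.75. Lhx6 and Olig3, which the paper describes as highly bound, did not pass at their highest E11.5 features (adjusted p = 0.0365 and 0.00430), with 0 other features of Lhx6 and 1 of Olig3 bound at E11.5, and did at E19.5 (2.91 and 1.38). For these genes the paper refers to Figure S2, which also holds ChIP-qPCR of target genes with input and IgG, not examined here. At E11.5 the highest features of Lhx6 and Olig3 passed at an adjusted p of 0.05. That of Olig3 also passed by unadjusted p and by the scanner's log10 ratios.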

Other observations

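The test of the immunoprecipitate signal of the highest features was chosen after the result was seen, and the other tests in this part were set before. Among gene groups that the paper does not discuss, homeobox genes were bound more often than other genes at E19.5 (101 of 129, 103 adjusted over the list alone, odds ratio 1.97, Fisher's exact p = 0.00112, adjusted over 13 lists 0.0146). At E11.5, 52 were bound (56 alone, odds ratio 1.57, exact p = 0.0157, adjusted 0.102). Hoxa13, a gene of distal limb and hindgut patterning, was bound at E11.5 at a log2 ratio of 5.10 ± 0.89 (SD, n = 2), and Otx2, a gene of forebrain patterning, at E19.5 at 3.17 ± 0.22 (n = 3). Between the stages, 14 homeobox genes were higher at E11.5 and 20 at E19.5 (11 and 17 alone), which turned to 20 and 15 without centring and to 67 and 15 without E11.5 replicate 1, and was 1 and 1 with normexp. Odorant receptors, expressed in olfactory neurons, were bound more often than other genes at E11.5 (338 of 885, 68 alone, odds ratio 1.46, exact p = 1.95e-07, adjusted 2.53e-06) but not at E19.5 (583, 475 alone, odds ratio 1.05, exact p = 0.492). Olfr1450 reached 5.48 ± 1.19 at E11.5, with the input well above background on 1 array of 2, and Olfr60 reached 3.52 ± 0.11 at E19.5. The odorant receptors that were higher numbered 99 at E11.5 and 80 at E19.5 (69 and 52 alone), which turned to 42 and 55 with plain background subtraction and to 1 and 4 with normexp, and was 354 and 103 without E11.5 replicate 1. These exact tests take no account of the number of features per gene.

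Of 76 genes of growth factor and receptor signaling, 30 were bound at E11.5 and 52 at E19.5 (32 and 48 alone, odds ratios 1.51, exact p = 0.0804, and 1.18, exact p = 0.549), with Pik3r1, a subunit of PI 3-kinase, at 3.71 ± 0.02 at E11.5. Of 43 mesenchyme and smooth muscle genes, 17 and 34 were bound (18 and 36 alone, odds ratios 1.51, exact p = 0.186, and 2.06, exact p = 0.0548), with Prrx1, a mesenchymal homeobox gene, at 3.20 ± 0.14 at E11.5 and Postn, a matrix protein, at 2.57 ± 0.30 at E19.5, where its difference was -3.08. Of 39 endothelial and blood genes, 11 and 22 were bound (14 and 22 alone, odds ratios 0.909, exact p = 0.863, and 0.704, exact p = 0.314), with lysozyme (Lyz) at 2.33 ± 0.11 and the globin gene Hbb-b1 at 2.31 ± 0.17 at E19.5. Of 20 housekeeping genes, 9 and 10 were bound (10 and 8 alone, odds ratios 1.89, exact p = 0.151, and 0.544, exact p = 0.169), with beta-actin (Actb) at 2.92 ± 0.36 at E19.5 and a difference of -3.59. Of 154 vomeronasal and taste receptors, 40 and 86 were bound (13 and 70 alone, odds ratios 0.810, exact p = 0.290, and 0.686, exact p = 0.0221, adjusted 0.0960), with Tas2r117, a bitter taste receptor, at 5.21 ± 0.58 at E11.5. Of 68 keratins and keratin-associated proteins, 22 and 36 were bound (22 and 33 alone, odds ratios 1.11, exact p = 0.693, and 0.611, exact p = 0.0555), with Krtap12-1, of the hair shaft, at 5.30 ± 1.13 at E11.5.

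Between the stages, 16 keratins were higher at E11.5 and 5 at E19.5 (16 and 5 alone), and 7 and 5 with plain background subtraction and 8 and 6 with neighbours averaged. Growth factor genes gave 15 and 7 (14 and 7 alone), turned to 4 and 5 with plain background subtraction, housekeeping genes 4 and 0 (2 and 0 alone), turned to 2 and 5 with neighbours averaged, and vomeronasal and taste receptors 23 and 27 (23 and 27 alone), turned to 28 and 17 without centring, to 19 and 18 with neighbours averaged, to 3 and 1 with normexp and to 72 and 22 without E11.5 replicate 1. Mesenchyme genes gave 4 and 4 (2 and 4 alone) and endothelial and blood genes 1 and 1 (0 and 0 alone). Without E11.5 replicate 1 the counts were 41 and 4 for keratins, 43 and 7 for growth factor genes, 10 and 1 for housekeeping genes, 25 and 4 for mesenchyme genes and 14 and 7 for endothelial and blood genes, and with normexp they were 0 and 0 for each of these 5 lists. Against other genes, none of these 8 lists was shifted (limma camera p from 0.104 to 0.951, 0.174 to 0.954 with an estimated correlation, and 0.111 to 0.551 without E11.5 replicate 1, adjusted over 13 lists 0.995). By fry (limma), for movement on balance to one side, growth factor genes had an adjusted p of 0.0166, housekeeping genes of 0.0176 and brain genes of 0.0449, and the other 10 of the 13 lists lay between 0.0517 and 0.945.

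The features behind the 1300 highest genes stood at a median log2 ratio of 3.71 at E11.5 and 2.89 at E19.5, while their nearest neighbours within 300 bp stood at 0.47 and 0.40, against 0.02 and 0.01 for all features. Their input lay -1.88 and -1.35 relative to all features and their immunoprecipitate 2.17 and 1.67 above all, but choosing features by their ratio moves both values in these directions, so they decide nothing. Dim input stays open as a cause, because the neighbours, with quartiles from -0.18 to 1.38 and from -0.23 to 1.09, lie between the values that would speak for and against it. Binding by Nkx2-1 at a subset of these features stays open as well and was not tested apart.

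Few of the highest genes were shared between stages. At E19.5, 2 replicates shared 3.81 times as many of their 1300 highest genes as replicates of different stages. That argues against noise among the E19.5 arrays. Every pair of different stages holds an E11.5 array, however, so noise at E11.5 alone could keep the sharing between stages low. Noise between arrays thus stays open as the cause. At E11.5 the ratio was 1.35 and the 2 replicates were scanned apart. The stage itself stays open as well and could not be separated from the scan in 1 of the 2 E11.5 replicates.

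More features were bound at E19.5 (20079) than at E11.5 (6461), from 3 immunoprecipitations against 2. With the standard error of a mean of 2, E19.5 had 1402 bound features, 0.217 times the E11.5 count. That is neither a count close to that of E11.5, which the number of immunoprecipitations as the cause would give, nor an excess of at least 2 times, which would argue against it. The number of immunoprecipitations may thus account for the excess, and more binding at E19.5 cannot be told apart from it here.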
